# Widespread epistasis regulates glucose homeostasis and gene expression

**DOI:** 10.1371/journal.pgen.1007025

**Published:** 2017-09-29

**Authors:** Anlu Chen, Yang Liu, Scott M. Williams, Nathan Morris, David A. Buchner

## Abstract

The relative contributions of additive versus non-additive interactions in the regulation of complex traits remains controversial. This may be in part because large-scale epistasis has traditionally been difficult to detect in complex, multi-cellular organisms. We hypothesized that it would be easier to detect interactions using mouse chromosome substitution strains that simultaneously incorporate allelic variation in many genes on a controlled genetic background. Analyzing metabolic traits and gene expression levels in the offspring of a series of crosses between mouse chromosome substitution strains demonstrated that inter-chromosomal epistasis was a dominant feature of these complex traits. Epistasis typically accounted for a larger proportion of the heritable effects than those due solely to additive effects. These epistatic interactions typically resulted in trait values returning to the levels of the parental CSS host strain. Due to the large epistatic effects, analyses that did not account for interactions consistently underestimated the true effect sizes due to allelic variation or failed to detect the loci controlling trait variation. These studies demonstrate that epistatic interactions are a common feature of complex traits and thus identifying these interactions is key to understanding their genetic regulation.

## Author summary

Most complex traits and diseases are regulated by the combined influence of multiple genetic variants. However, it remains controversial whether these genetic variants independently influence complex traits, and therefore the impact of each variant could be simply added together (additivity), or whether the variants work together to influence trait variation, in which case the combined impact of multiple variants would differ from the summed impact of each individual variant (epistasis). In this study in mice, we discovered that the genetic regulation of blood sugar levels and gene expression in the liver were predominantly controlled by non-additive interactions, whereas body weight was predominantly controlled by additive interactions. Remarkably, the expression level of nearly 25% of all genes in the liver was controlled by non-additive interactions. The non-additive interactions typically acted to return trait values to the levels detected in control mice, thus contributing to a reduction in trait variation. We also demonstrated that not accounting for non-additive interactions significantly underestimated the phenotypic effect of a genetic variant on a particular genetic background, suggesting that many previously identified risk loci may have significantly larger effects on disease susceptibility in a subset of individuals. These studies highlight the importance of understanding interactions between genetic variants to better understand disease risk and personalize clinical care.

## Introduction

The genetic basis of complex traits and diseases results from the combined action of many genetic variants [1]. However, it remains unclear whether these variants act individually in an additive manner or via non-additive epistatic interactions. Epistasis has been widely observed in model organisms such as *S*. *cerevisiae* [2,3], *C*. *elegans* [4], *D*. *melanogaster* [5] and *M*. *musculus* [6]. However, it has been more difficult to detect in humans, potentially due to their diverse genetic backgrounds, low allele frequencies, limited sample sizes, complexity of interactions, insufficient effect sizes, and methodological limitations [7,8]. Nonetheless, a number of genome-wide interaction-based association studies in humans have provided evidence for epistasis in a variety of complex traits and diseases [9–15]. However, concerns remain over whether observed epistatic interactions are due to statistical or experimental artifacts [16,17].

To better understand the contribution of epistasis to complex traits, we studied mouse chromosome substitution strains (CSSs) [18]. For each CSS, a single chromosome in a host strain is replaced by the corresponding chromosome from a donor strain. This provides an efficient model for mapping quantitative trait loci (QTLs) on a fixed genetic background. This is in contrast to populations with many segregating variants such as advanced intercross lines [19], heterogeneous stocks [20], or typical analyses in humans. Given the putative importance of genetic background effects in complex traits [21,22], we hypothesized the fixed genetic backgrounds of CSSs can provide a novel means for detecting genetic interactions on a large-scale [18,23]. Previous studies of CSSs with only a single substituted chromosome suggested that non-additive epistatic interactions between loci were a dominant feature of complex traits [6]. However, to identify the interacting loci, or at least their chromosomal locations, requires the analysis of genetic variation in multiple genomic contexts [24]. We thus extended the analysis of single chromosome substitutions by analyzing a series of CSSs with either one or two substituted chromosomes, collectively representing the pairwise interactions between genetic variants on the substituted chromosomes. This experimental design can directly identify and map loci that are regulated by epistasis by analyzing the phenotypic effects of genetic variants on multiple fixed genetic backgrounds. Here we report the widespread effects of epistasis in controlling complex traits and gene expression. The detection of true epistatic interactions will improve our understanding of trait heritability and genetic architecture as well as provide insights into the biological pathways that underlie disease pathophysiology [25]. Knowing about epistasis will also be essential for guiding precision medicine-based decisions by interpreting specific variants in appropriate contexts.

## Results

### Contribution of epistasis to metabolic traits

Body weight and fasting plasma glucose levels were measured in a total of 766 control and CSS mice (S1 and S2 Tables, S1 Fig). The CSSs included 240 mice that were heterozygous for one A/J-derived chromosome and 444 mice that were heterozygous for two different A/J-derived chromosomes, both on otherwise B6 backgrounds. The CSSs with two A/J-derived chromosomes represented all pairwise interactions between the individual A/J-derived chromosomes. For example, comparisons were made between strain B6, strains (B6.A3 x B6)F1 and (B6 x B6.A10)F1 which were both heterozygous for a single A/J-derived chromosome (Chr. 3 and 10, respectively), and strain (B6.A3 x B6.A10)F1 which was heterozygous for A/J-derived chromosomes 3 and 10 (S2 Fig). A complete list of the strains analyzed is shown in S2 Table. Quantitative trait loci (QTLs) were identified for both body weight and plasma glucose levels that were due to main effects and interaction effects. Of note, due to the nature of the CSS experimental design, the regions defined by the identified QTLs correspond to the entire substituted chromosome and contain many allelic variants that may contribute to trait regulation. Additionally, due to the study design, only QTLs with dominant or semi-dominant effects could be assessed.

Joint F-tests for main effects on body weight indicated that the chromosome substitutions influenced body weight (males p = 0.0028; females p = 0.0008; meta p = 1.4e-05). Similarly, joint F-tests tests for main effects on plasma glucose levels demonstrated a significant effect of the chromosome substitutions (males p = 0.0082; females p = 0.00011; meta p = 1.4e-05). QTLs with main effects on body weight were mapped to chromosomes 8 (main effect: 1.23g; average effect: 1.02g) and 17 (main effect: -1.13g; average effect: -1.11g) (S3 Table). Note that we define main effects as the effect of a chromosome substitution as estimated by a model which includes all pairwise interaction terms, thus taking into account context-dependent genetic background effects. In contrast, the average effect is estimated using a model that does not include any interaction terms; the latter is similar to the analyses performed in a typical GWAS study. QTLs with main effects on fasting glucose were mapped to chromosomes 3 (main effect: 25.0 mg/dL; average effect: 9.61 mg/dL), 5 (main effect: 15.6 mg/dL; average effect: 6.02 mg/dL), and 4 (main effect: 17.5 mg/dL; average effect: 6.61 mg/dL) (S3 Table).

Joint F-tests for interaction effects on body weight were not significant (males p = 0.19; females p = 0.83; meta p = 0.44), and therefore epistatic interactions on body weight were not further investigated. However, joint F-tests for interaction effects on plasma glucose demonstrated the importance of epistasis in regulating this trait (males p = 0.002; females p = 0.003; meta p = 8.99e-05). In fact, among the males and females respectively, epistasis accounted for 43% (95% confidence interval: 23%-75%) and 72% (95% confidence interval: 37%-97%) of the heritable effects on plasma glucose levels. The discrepant results for the contribution of interactions to body weight and plasma glucose are likely reflected in the difference between whether QTLs for these traits were detected using the main effect model or the average effect model (S3 Table). For plasma glucose, only 1 of the 3 QTLs identified using the main effect model was also identified using the average effect model, and no new QTLs were identified with the average effect model. In contrast, both of the QTLs for body weight identified using the main effect model were also identified using the average effect model, and 2 new QTLs were identified on chromosomes 6 and 10. This suggests that for a trait regulated by epistatic interactions, the ability to successfully identify QTLs is greatly enhanced by accounting for these interactions. However, for a trait regulated primarily by additive effects, a model incorporating interactions can be detrimental to QTL identification.

To identify specific epistatic interactions, we tested explicit hypotheses for inter-chromosomal pairwise interactions on plasma glucose levels. Among the 15 CSS crosses analyzed, 5 crosses demonstrated inter-chromosomal epistatic interactions that altered plasma glucose levels (Fig 1, S3 and S4 Figs). Interestingly, in all 5 crosses demonstrating interactions, one chromosome substitution increased fasting glucose levels relative to the control B6 strain. These main effects raised plasma glucose levels by an average of 12.3 mg/dL in males and 17.8 mg/dL in females. However, in all 5 observed interactions the average plasma glucose levels in the double CSSs were closer to the control B6 strain than any single CSS was. Furthermore, in 4 of the 5 interactions, the plasma glucose levels in the double CSS did not differ statistically from the control strain B6 (p value > 0.1). Thus, the chromosome substitution driving the increase in plasma glucose on a B6 background had no effect on glucose levels when the genetic background was altered by the second chromosome substitution.

**Fig 1:**
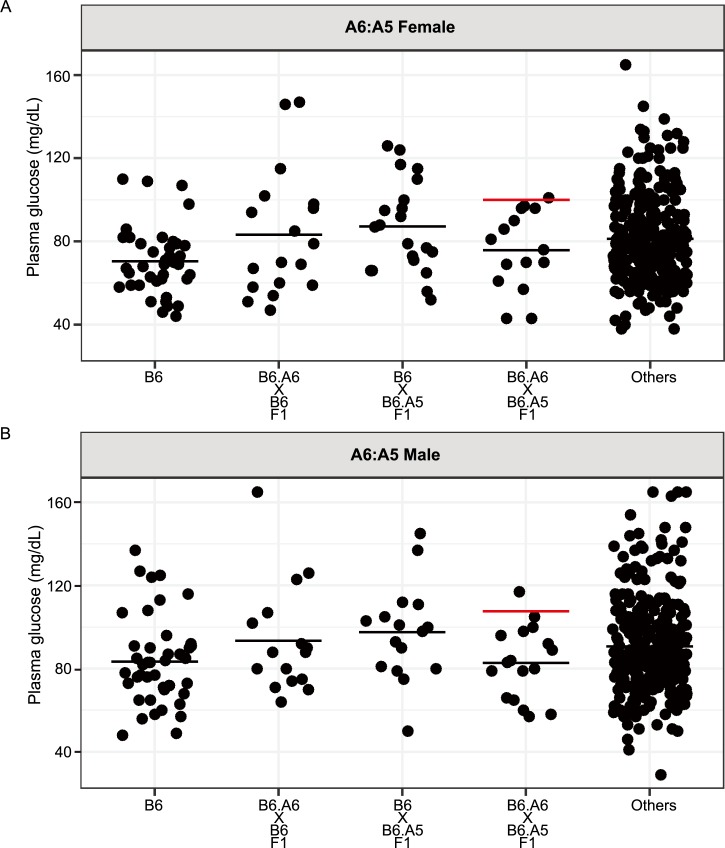
Inter-chromosomal epistasis between chromosomes 5 and 6 regulates fasting plasma glucose levels in mice. Plasma glucose levels were measured in 5-week-old (A) female and (B) male mice that were fasted overnight. Each dot represents the glucose level of a single mouse. “Others” represents the data from all mice in this study excluding the other 4 strains shown in that panel. The black horizontal line indicates the mean glucose level for each group. The red horizontal line indicates the predicted trait level based on a model of additivity.

### Regulation of gene expression by epistasis

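RNA was extracted from the livers of 154 mice that S1 Table lists as male, which were 5 weeks old and had been fasted for 16 h. The mice came from 24 strains, which were the control strain B6 (n = 20), 8 single CSSs (63 mice in total) and 15 double CSSs (71 mice in total). The single CSSs had 8 mice each, except (B6 x B6.A5)F1 with 7, and the double CSSs had between 3 and 6 mice each. Strains are written with the dam first, and A14:A8 stands for the interaction between the substituted chromosomes of (B6.A14 x B6.A8)F1, with the other crosses written in the same way. The authors sequenced stranded total RNA libraries, aligned the reads to the mouse genome with TopHat2 and, for reads that did not align, to an individualized A/J genome, and counted reads per gene with HTSeq. The deposited values are these raw counts, without normalization, after genes with few counts had been removed. The number of reads counted per mouse was between 6752637 and 25630807 (median 18806894) in B6, between 6059667 and 29437186 (median 15660086) in the single CSSs and between 4638701 and 30465477 (median 15746823) in the double CSSs. The mean over all mice was 16506775 counted reads, with a standard error of 439754, and all values given here rest on counted reads rather than on the larger number of reads sequenced that the paper's methods state. From these counts, library sizes were normalized with edgeR's TMM method, and a negative binomial quasi-likelihood model was fitted to each gene with 8 main effects, 15 interactions and 5 surrogate variables from svaseq. Each effect was tested with edgeR's quasi-likelihood F-test, and the p-values were adjusted by the Benjamini-Hochberg method separately for the genes on and off the substituted chromosomes of each effect. Main effects are log2 fold changes from B6, and an interaction is the log2 fold change of the double CSS from the sum of both main effects. Confidence intervals given for shares are Wilson intervals and cover counting error only. Neither the sample labels nor the paper give the flow cell of each library, so that differences between flow cells could not be examined. CPM values are counts scaled to the normalized library size, except for sums over Y-linked genes, which were scaled to the total count of the mouse. One mouse listed as male, E733 of (B6.A14 x B6.A4)F1, had a sum of 3.23 CPM over 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty), against 192.5 to 477.3 CPM in the other mice, and was kept in the model as labelled.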

As hepatic gluconeogenesis is a key determinant of plasma glucose levels in healthy insulin-sensitive mice [26], the hepatic gene expression patterns of control and CSS male mice were analyzed to better understand the molecular mechanisms underlying the epistatic regulation of plasma glucose. The RNA-Seq data was filtered for genes expressed in the liver, leaving 13,289 genes that were tested for differential expression associated with both main and interaction effects. 

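Each of the genes in the deposited table had at least 15 counts in at least 39 of the mice, which is 25.3% of them. A count of at least 15 in at least 75% of the mice was met by 11852 genes, and 9383 genes had it in every mouse. The tests used every gene of the table without a further filter. Positions on mm10 (GRCm38) were found by gene identifier in GENCODE vM21 for 13242 genes, the chromosome of 16 more was taken from S4 or S9 Table, and 31 genes without a chromosome were counted as lying off every substituted chromosome.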

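Over the 8 single CSSs, 11764 combinations of a gene and a substituted chromosome had an FDR under 0.05. (B6 x B6.A8)F1 had 3938 of them, of which 1719 were higher and 2219 lower than in B6. There were 2996 in (B6.A14 x B6)F1, 1791 in (B6 x B6.A4)F1, 1075 in (B6.A6 x B6)F1, 882 in (B6 x B6.A10)F1, 492 in (B6.A3 x B6)F1, 488 in (B6.A17 x B6)F1 and 102 in (B6 x B6.A5)F1. The median absolute log2 fold change among these genes ranged from 0.27 in (B6.A14 x B6)F1 to 0.49 in (B6 x B6.A5)F1. With 10 surrogate variables, the alternative that moved the total most, 4515 combinations passed the same threshold. Among genes with an average log2 CPM of at least 2, the 2 largest changes in (B6 x B6.A8)F1 were those of Mup17 and Cyp2a4. Mup17 (ENSMUSG00000096688, chromosome 4, 61591929 to 61595871) had 77.7 ± 57.4 CPM (SD, n = 8) in (B6 x B6.A8)F1 and 14.6 ± 28.1 CPM (SD, n = 20) in B6, and its log2 fold change in the model with surrogate variables was 4.39 (standard error 0.63, adjusted p = 1.31e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a larger change than that between these mean levels. Cyp2a4 (ENSMUSG00000074254, chromosome 7, 26307169 to 26315088) fell by 3.34 on the log2 scale (standard error 1.01, adjusted p = 0.00354 from the same test with the same Benjamini-Hochberg adjustment in edgeR). Mup17 and Cyp2a4 belong to families of similar genes, among which the counting of reads may have been split, and the SD of Mup17 in B6 is larger than its mean there.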

A total of 6,101 main effect expression QTLs (meQTLs) were identified (FDR < 0.05) (Fig 2, S4 Table). Those meQTL genes located on the substituted chromosome were classified as cis-meQTLs (Fig 2, red) whereas the meQTL genes not located on the substituted chromosome were classified as trans-meQTLs (Fig 2, blue). 

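Of 5595 tests of genes that lie on the substituted chromosome, 1031 (18.4%, 95% confidence interval 17.4 to 19.5) had an FDR under 0.05. The share was 32.0% of 435 genes in (B6.A14 x B6)F1, 26.2% of 806 genes in (B6 x B6.A4)F1 and 17.1% of 631 genes in (B6.A17 x B6)F1. It was 13.9% of 712 genes in (B6.A6 x B6)F1, 11.9% of 737 genes in (B6.A3 x B6)F1 and 11.6% of 610 genes in (B6 x B6.A10)F1.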

Among all possible genes regulated by a cis-meQTL, on average 11.48% of these genes in each strain had a cis-meQTL (range: 5.54% - 22.09%) (S5 Table). Similarly, among all possible genes regulated by a trans-meQTL, on average 5.42% (range: 0.08% to 19.26%) of these genes were regulated by a trans-meQTL (S5 Table). 

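For genes off the substituted chromosome, 10733 of 100717 tests (10.7%, 95% confidence interval 10.47 to 10.85) had an FDR under 0.05. Among the strains, the share was 22.2% in (B6.A14 x B6)F1, 12.7% in (B6 x B6.A4)F1, 7.76% in (B6.A6 x B6)F1 and 6.40% in (B6 x B6.A10)F1. It was 3.22% in (B6.A3 x B6)F1 and 3.00% in (B6.A17 x B6)F1.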

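Across the 8 single CSSs, the shares of genes with a cis-meQTL and with a trans-meQTL had a Spearman's rho of 0.833 (exact permutation test over all orders, two-sided p = 0.015, adjusted p = 0.015). Pearson's r was 0.942 (exact permutation test, two-sided p = 0.00074, adjusted p = 0.00074), and it was 0.818 without (B6 x B6.A8)F1 and (B6.A14 x B6)F1, the strains farthest from the median cis share. The adjusted values cover 2 such relations, the other being that of the double CSSs. In the single CSSs, the cis share was the higher one in 8 of 8 strains. With only the genes that had at least 15 counts in every mouse, (B6 x B6.A10)F1 was an exception, with 15.48% cis and 20.663% trans. All strains share their B6 controls, which the exact tests do not take into account, and with permuted strain labels the rho between the shares of cis and trans genes with an unadjusted p-value under 0.05 was between -0.0476 and 1 (median 0.738), against 0.929 with the real labels.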

The percentage of cis- and trans-meQTLs in each strain demonstrated a strong positive correlation (Spearman’s r = 1.0) but the proportion of cis-eQTLs was always greater than the proportion of trans-eQTLs. Strain (B6 x B6.A8)F1 had both the highest percentage of genes with cis-meQTLs (22.09%) and trans-meQTLs (19.26%), whereas strain (B6 x B6.A5)F1 had both the lowest percentage of genes with cis-meQTLs (5.54%) and trans-meQTLs (0.08%). This suggests that trans-meQTLs are being driven by the cumulative action of many cis-effects rather than a single or small number or major transcriptional regulators (S5 Fig). 

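In (B6 x B6.A8)F1, 240 of 693 genes on chromosome 8 (34.6%) and 3698 of 12596 genes elsewhere (29.4%) had an FDR under 0.05. In (B6 x B6.A5)F1, 75 of 971 genes on chromosome 5 (7.72%) and 27 of 12318 genes elsewhere (0.219%) did. With 10 surrogate variables, the shares in (B6 x B6.A8)F1 were 14.72% and 8.86%. The cis share was then higher in (B6 x B6.A4)F1 (16.38%) and (B6 x B6.A10)F1 (16.07%). With 5 within-strain components in their place, chosen after the data were seen, the trans share was 13.727% in (B6 x B6.A8)F1 and 16.618% in (B6 x B6.A10)F1. At an unadjusted p-value under 0.05, 5253 genes differed from B6 in (B6 x B6.A8)F1 and 1643 in (B6 x B6.A5)F1. Across 7826 genes with an average log2 CPM above 3, the main effects of the strains went together, with Pearson's r from 0.343 for chromosomes 4 and 5 to 0.786 for chromosomes 14 and 8. These are correlations across genes, which are not independent replicates, and all strains were compared with the same B6 mice. When the strain labels of the mice were permuted, r was at most 0.611 for chromosomes 14 and 8, and at most 0.688 for the highest of the 28 pairs of strains.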

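Of the 6306 genes with at least 1 meQTL, 3421 (54.2%, 95% confidence interval 53.0 to 55.5) had at least 2. One meQTL was found for 2885 genes, 2 for 2049, 3 for 909, 4 for 315, 5 for 105, 6 for 33, 7 for 9 and 8 for 1 gene. Independent draws of as many genes per strain would give 34.0% of genes with several meQTLs. All strains share their B6 controls, and in 39 permutations of the strain labels, with the same number of top genes per strain, the share was between 35.1% and 40.3%.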

Among the genes regulated by a meQTL(s), 41.98% (1615 out of 3847) were regulated by multiple meQTLs (Range: 2–6) (S6 and S7 Tables). For example, *Brca2* is regulated by 5 trans-meQTLs mapped to chromosomes 4, 6, 8, 10 and 14 (S6 Fig, S7 Table), demonstrating that hepatic *Brca2* expression is regulated by allelic variation throughout the genome. In addition to the well-known role of *Brca2* in breast cancer susceptibility, *Brca2* has been implicated in hepatocellular carcinoma risk [27–29].

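Brca2 (ENSMUSG00000041147) lies on chromosome 5 of mm10 from 150522630 to 150570329. Its level in B6 was 7.09 ± 1.26 CPM (SD, n = 20), from 43 to 180 counts per mouse. The log2 fold change was 0.51 (standard error 0.10, adjusted p = 0.000653 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for substitution of chromosome 6 and 0.43 (standard error 0.12, adjusted p = 0.0022 from edgeR with the same adjustment) for chromosome 8. For chromosomes 4, 14 and 10, it was 0.36, 0.35 and 0.34, with adjusted p-values of 0.0152, 0.00958 and 0.0376 from the same edgeR test. The mean level in these strains was between 8.81 and 9.76 CPM, with SDs from 1.24 to 1.62. For chromosomes 3, 17 and 5, the adjusted p-values were 0.402, 0.641 and 0.765 from the same edgeR test. With 10 surrogate variables, those for chromosomes 4, 8, 10 and 14 were 0.525, 0.159, 0.0755 and 0.184 in edgeR.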

**Fig 2:**
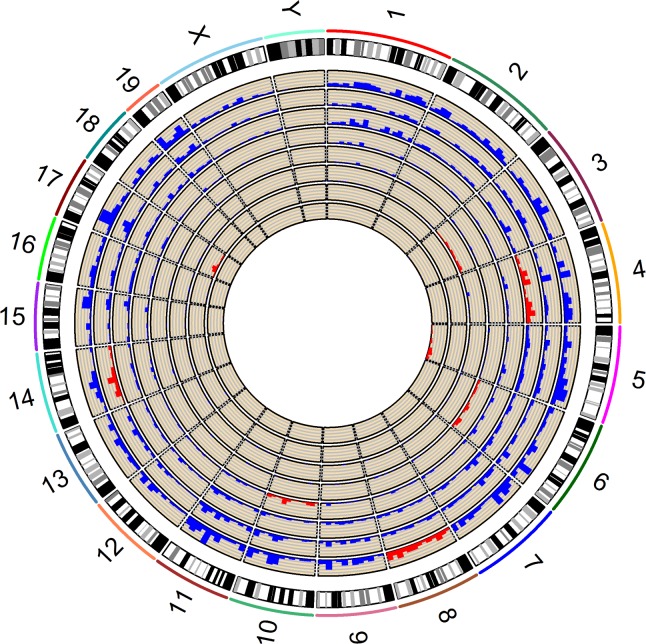
Identification of meQTLs that regulate hepatic gene expression. A circos plot of meQTL locations in the genome where each layer of the circle represents the comparison between a CSS strain and control B6 mice. From the inner circle, the CSS strains are (B6 x B6.A5)F1, (B6.17 x B6)F1, (B6.A3 x B6)F1, (B6.A6 x B6)F1, (B6 x B6.A10)F1, (B6 x B6.A4)F1, (B6.A14 x B6)F1 and (B6 x B6.A8)F1. Cis-meQTLs and trans-meQTLs are marked with red and blue, respectively. The width of each chromosome is proportional to its physical size. The height of each meQTL bar is proportional to the number of meQTLs in that genomic interval.

In addition to the meQTLs regulated by substitution of a single chromosome, the analysis of double CSSs enabled the detection of eQTLs with additive and interaction effects between the substituted chromosomes. 

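Zkscan3 (ENSMUSG00000021327) lies on chromosome 13 of mm10 from 21387003 to 21402755. Its level was 58.2 ± 9.81 CPM (SD, n = 20) in B6, 80.8 ± 14.6 CPM (SD, n = 8) in (B6.A17 x B6)F1 and 96.8 ± 12.7 CPM (SD, n = 8) in (B6 x B6.A8)F1. The log2 fold change from B6 was 0.42 (standard error 0.07, adjusted p = 5.71e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in the strain with chromosome 17. In the strain with chromosome 8, it was 0.46 (standard error 0.07, adjusted p = 1.8e-07 from the same edgeR test and adjustment). Substitution of chromosome 10 also raised Zkscan3, by 0.44 on the log2 scale (adjusted p = 6.11e-06 in edgeR).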

The expression of *Zkscan3* represents an example of additivity, with the substitution of A/J-derived chromosomes 8 and 17 each individually increasing the expression of *Zkscan3* relative to control B6 mice (S7A Fig). 

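In the 5 mice of (B6.A17 x B6.A8)F1, Zkscan3 was at 119 ± 15.6 CPM (SD, n = 5). Their log2 fold change from B6 was 0.90 (standard error 0.08), and the sum of both main effects was 0.88. The interaction was 0.02 (standard error 0.12, adjusted p = 0.962 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 10 surrogate variables it was -0.17, and it lay between -0.04 and 0.08 with each of the 5 mice left out in turn.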

In the double CSS strain (B6.A17 x B6.A8)F1, the effects of each individual chromosome substitution are combined in an additive manner to result in yet higher expression than either of the single CSSs (S7A Fig). The additive effects of the *Zkscan3* meQTLs detected by RNA-Seq were confirmed by quantitative reverse transcription PCR (S7B Fig), as were 4/5 additional meQTLs demonstrating additivity (S8 Table).

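S8 Table lists 6 additive pairs of a gene and a cross, with 5 different genes (Zkscan3, Asns, Slc12a2, Igfbp3 and Ldha). In the RNA-Seq counts, the interaction had an unadjusted p-value under 0.05 in 0 of these 6 pairs, and the adjusted p-values were between 0.303 and 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The study listed these pairs as additive from the same samples, so that their lack of interaction here is not independent evidence. The interaction log2 fold changes ranged from -0.25 (Slc12a2 in A14:A4) to 0.18 (Ldha in A14:A4), and the standard error for Asns in A3:A5 was 0.62. The paper's RT-qPCR p-values in S8 Table are under 0.05 for 1 of the 6 pairs, Slc12a2, for which the paper's value is 0.00217. The sign of the interaction computed from the paper's RT-qPCR fold changes was the same as in the RNA-Seq counts in 5 of the 6 pairs.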

In addition to examples of additivity, interaction expression QTLs (ieQTLs) were identified that were jointly regulated by genetic variation on two substituted chromosomes. The ieQTLs, similar to the meQTLs, were divided into cis-ieQTLS and trans-ieQTLs, with cis-ieQTLs defined by differentially expressed genes located on either one of the two substituted chromosomes and trans-ieQTLs representing differentially expressed genes that are not located on either substituted chromosome. A total of 4,283 ieQTLs were identified (S9 Table). 

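Over the 15 crosses, 11879 combinations of a gene and a cross had an interaction FDR under 0.05, and the interaction was positive in 56.2% of them. With 10 surrogate variables, which moved this number most, there were 2443. A6:A8 had 3299 ieQTLs, A17:A8 had 1154, A3:A8 had 1005 and A14:A4 had 615. There were 553 in A14:A10, 537 in A14:A5, 161 in A17:A4, 156 in A3:A10, 72 in A6:A4, 15 in A17:A10 and 7 in A6:A10. A3:A5, A6:A5 and A17:A5 had 0 ieQTLs, and their interactions had an unadjusted p-value under 0.05 for 4.49%, 5.68% and 9.32% of the genes. A14:A4 includes the mouse E733, and without it the model gave 257 ieQTLs for that cross, of which 253 were among those found with all mice.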

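Of 20837 tests of genes on either substituted chromosome, 1111 (5.33%, 95% confidence interval 5.03 to 5.65) had an interaction FDR under 0.05. Of 178498 tests of genes on the other chromosomes, 10768 (6.03%, 95% confidence interval 5.92 to 6.14) did. The cis share was 21.5% in A6:A8, 7.48% in A17:A8, 6.43% in A3:A8 and 6.29% in A14:A4. The trans share was 25.2% in A6:A8, 8.82% in A17:A8, 7.70% in A3:A8 and 4.46% in A14:A4.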

Among all possible genes regulated by a cis-ieQTL or trans-ieQTL, 2.01% and 2.16% of genes were regulated by a cis- or trans-ieQTL respectively (Table 1). 

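(B6.A14 x B6.A8)F1 had 4305 ieQTLs, of which 2407 had a positive and 1898 a negative interaction. They covered 376 of 1128 genes on chromosomes 8 and 14 (33.3%) and 3929 of 12161 genes on the other chromosomes (32.3%). With each of the 5 mice of the strain left out in turn, the number was between 3890 and 4143. It was 1465 with 10 surrogate variables, and 1059 with 5 within-strain components in their place, an alternative chosen after the data were seen. Among genes with an average log2 CPM of at least 2, the largest interactions were those of Mup17, Mup18 (ENSMUSG00000078674, chromosome 4, 61670177 to 61674136) and Cyp2b9 (ENSMUSG00000040660, chromosome 7, 26173411 to 26210661). They were -6.54 for Mup17 (standard error 1.00, adjusted p = 3.09e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -4.35 for Mup18 (standard error 0.76) and 4.33 for Cyp2b9 (standard error 1.37). All 3 are members of families of similar genes, and Cyp2b9 was at 14.9 ± 21.3 CPM (SD, n = 5) in (B6.A14 x B6.A8)F1. In several other crosses, the number of ieQTLs changed by more than 1.5-fold when 1 mouse was left out. It was between 134 and 773 for A3:A8 (n = 3), between 235 and 714 for A14:A4 and between 0 and 120 for A17:A10.

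**Figure D1:**
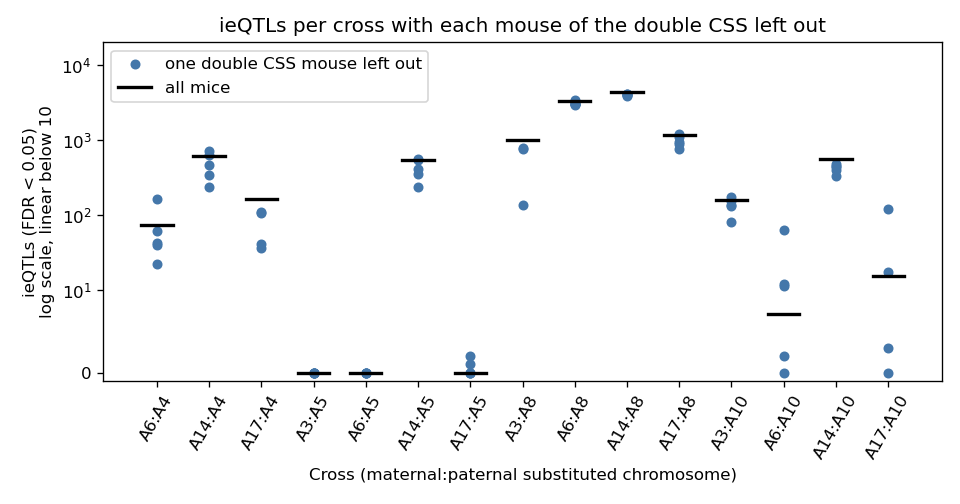
Number of ieQTLs (FDR < 0.05) in each of the 15 crosses, on an axis that is linear below 10 and logarithmic above. Crosses are written as maternal:paternal substituted chromosome, black bars are the fit with all mice, and each point is the fit with one mouse of the double CSS left out. The points of A14:A8 lie between 3890 and 4143 and those of A3:A8 between 134 and 773.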

The combination of A/J-derived chromosomes 8 and 14 yielded the most ieQTLs (n = 2,305) including cis-ieQTLs regulating the expression of 17.56% of all genes on chromosomes 8 or 14 and trans-ieQTLs regulating the expression of 17.32% of all genes throughout the remainder of the genome. 

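Across the 15 double CSSs, the cis and trans shares of genes with an ieQTL had a Spearman's rho of 0.989 (permutation test, two-sided p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 2e-05 over 2 relations). Pearson's r was 0.992 (permutation test, two-sided p = 1e-05, adjusted p = 2e-05), and 0.962 without A14:A8 and A6:A8, which lie farthest from the median cis share. The cis share was the higher one in 6 of the 15 double CSSs. When the strain labels were permuted, the rho between the shares of cis and trans genes with an unadjusted p-value under 0.05 was between 0.696 and 0.968, below the 0.993 with the real labels.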

Overall, the ieQTLs demonstrated a similar positive correlation as the meQTLs (Spearman’s r = 0.92) (S8 Fig), although there was no enrichment for cis-ieQTLs. 

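Of the 5742 genes with at least 1 ieQTL, 3175 (55.3%, 95% confidence interval 54.0 to 56.6) had at least 2. There were 2567 genes with 1 ieQTL, 1504 with 2, 884 with 3, 445 with 4, 213 with 5, 98 with 6, 29 with 7 and 2 with 8. The share would be 33.9% if the ieQTLs of the crosses were drawn independently of each other. The crosses share B6 mice and single CSS mice, and over the permuted strain labels the share was between 35.4% and 40.9%.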

Among the genes regulated by an ieQTL(s), 32.35% (945 out of 2921) were regulated by multiple ieQTLs (Range: 2–7) (S10 and S11 Tables). For example, *Agt* expression is decreased in strain (B6.A8 x B6)F1 relative to control B6 mice; however, interactions between one or more alleles on chromosome 8 and chromosomes 6, 3, 17, and 14 all result in expression levels of *Agt* that did not differ from the control strain (Fig 3).

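Agt (ENSMUSG00000031980) lies on chromosome 8 of mm10 from 124556534 to 124569706. Its level was 485.4 ± 52.4 CPM (SD, n = 20) in B6 and 231 ± 52.1 CPM (SD, n = 8) in (B6 x B6.A8)F1, and its log2 expression fell by 0.85 (standard error 0.09, adjusted p = 2.47e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The interaction was 0.55 in A6:A8, 0.69 in A17:A8 and 0.98 in A14:A8, with adjusted p-values of 0.000489, 0.000535 and 1.96e-09 from the same edgeR test. In A3:A8 it was 0.42 (standard error 0.15), with an adjusted p-value of 0.0624 from the same edgeR test, and 0.0435 without the mouse E688, 0.175 without E689 and 0.275 without E141. With 10 surrogate variables, the adjusted p-values in A6:A8 and A17:A8 were 0.12 and 0.127 in edgeR. In log2 CPM, Agt was at 8.53 ± 0.10 (SD, n = 6) in the double CSS with chromosome 6, 8.32 ± 0.22 (SD, n = 3) with chromosome 3, 8.42 ± 0.24 (SD, n = 5) with chromosome 17 and 8.56 ± 0.05 (SD, n = 5) with chromosome 14. In the model, these strains had log2 fold changes from B6 of -0.37, -0.61, -0.50 and -0.32, with unadjusted p-values of 7.28e-05, 5.27e-07, 4.3e-07 and 0.00077 from edgeR's quasi-likelihood test. Agt also fell in (B6.A14 x B6)F1, by 0.44 on the log2 scale, and in (B6.A17 x B6)F1, by 0.34.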

**Fig 3:**
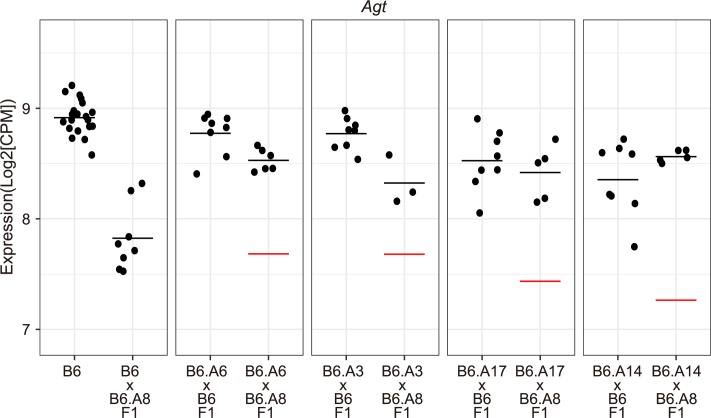
Identification of 4 ieQTLs that regulate the hepatic expression of Agt. Gene expression levels of Agt in the liver are shown for strain B6, 5 single CSS strains, and 4 double CSS strains. Each dot represents Agt expression in an individual mouse. The mean value for each strain is indicated by a solid line. The expected expression level of Agt in the double CSS strains based on a model of additivity is indicated with a red line. The Agt gene is located on mouse chromosome 8.

**Table 1:** Interection effects on gene expression.

Cross	Cis-ieQTLs			Trans-ieQTLs			Subtypes of ieQTLs			
	Percentage of genes with cis-ieQTL	Number of cis-ieQTLs	Number of genes on substituted chromosomes	Percentage of genes with trans-ieQTL	Number of trans-ieQTLs	Number of genes on other chromosomes	Percentage of genes with synergistic ieQTLs	Number of synergistic ieQTLs	Percentage of genes with antagonistic ieQTLs	Number of antagonistic ieQTLs
A14:A8	17.56%	199	1133	17.32%	2106	12156	6%	129	94%	2176
A6:A8	6.81%	96	1409	5.89%	700	11880	2%	15	98%	781
A14:A4	3.86%	48	1244	3.57%	430	12045	6%	31	94%	447
A6:A10	1.81%	24	1325	0.58%	69	11964	1%	1	99%	92
A14:A10	1.62%	17	1049	2.05%	251	12240	1%	3	99%	265
A6:A4	0.86%	13	1520	0.58%	68	11769	0%	0	100%	81
A3:A8	0.77%	11	1434	0.77%	91	11855	2%	2	98%	100
A3:A10	0.44%	6	1350	0.56%	67	11939	0%	0	100%	73
A17:A8	0.23%	3	1329	0.00%	0	11960	0%	0	100%	3
A17:A4	0.14%	2	1440	0.48%	57	11849	2%	1	98%	58
A17:A10	0.08%	1	1245	0.03%	4	12044	0%	0	100%	5
A14:A5	0.00%	0	1410	0.17%	20	11879	0%	0	0%	0
A17:A5	0.00%	0	1606	0.00%	0	11683	0%	0	0%	0
A3:A5	0.00%	0	1711	0.00%	0	11578	0%	0	0%	0
A6:A5	0.00%	0	1686	0.00%	0	11603	0%	0	100%	20
All	2.01%	420	20891	2.16%	3863	178444	4%	182	96%	4101

### Context-dependent effects on gene expression

We next tested whether the interaction effects on gene expression were synergistic (positive epistasis) or antagonistic (negative epistasis) (S9 Fig). Synergistic refers to an increased difference in gene expression levels between the double CSS and the control B6 strain beyond that expected based on an additive model, whereas antagonistic refers to a decreased difference. The regulation of *Agxt* was an example of an antagonistic interaction, with main effects from substituted chromosomes 6 and 8 each individually decreasing *Agxt* expression, whereas this effect was lost in the double chromosome substitution strain (Fig 4A). In contrast, the regulation of *Cyp3a16* represented an example of synergistic interaction with the detection of an ieQTL in the absence of a meQTLs (Fig 4B). 

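Agxt (ENSMUSG00000026272) lies on chromosome 1 of mm10 from 93135240 to 93145421. Its level was 227 ± 39.9 CPM (SD, n = 20) in B6, 192 ± 26.6 CPM (SD, n = 8) in (B6.A6 x B6)F1 and 123 ± 19.8 CPM (SD, n = 8) in (B6 x B6.A8)F1. The log2 fold change was -0.82 (standard error 0.10, adjusted p = 1.11e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for chromosome 8 and -0.20 for chromosome 6, with an unadjusted p-value of 0.0394 and an adjusted p-value of 0.185 from the same edgeR test. In (B6.A6 x B6.A8)F1, Agxt was at 220 ± 30.3 CPM (SD, n = 6), a log2 fold change of 0.05 from B6. The unadjusted p-value of that difference was 0.633 from edgeR's quasi-likelihood test. The interaction was 1.07 (standard error 0.16, adjusted p = 1.79e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between 1.02 and 1.11 with each of the 6 mice left out in turn.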

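Cyp3a16 (ENSMUSG00000038656) lies on chromosome 5 of mm10 from 145436309 to 145469723. Its level was 0.758 ± 0.591 CPM (SD, n = 20) in B6, 1.21 ± 1.36 CPM (SD, n = 8) in (B6.A14 x B6)F1, 1.204 ± 0.822 CPM (SD, n = 8) in (B6 x B6.A4)F1 and 14.6 ± 26.8 CPM (SD, n = 5) in (B6.A14 x B6.A4)F1. The main effects were 1.16 for chromosome 14 and 1.26 for chromosome 4, with adjusted p-values of 0.144 and 0.15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The interaction A14:A4 was 1.86 (standard error 0.89, adjusted p = 0.281 from the same edgeR test). One mouse of (B6.A14 x B6.A4)F1, E733, had a log2 CPM of 5.97, and the other 4 mice lay between 1.24 and 1.59. Without E733 the interaction was -0.30, with an adjusted p-value of 0.897 in edgeR. E733 is the mouse with few Y-linked counts, although S1 Table lists it as male. It also had the highest level among all mice of Cyp2b9 and Cyp2a4, with log2 CPM values of 8.32 and 8.61 against at most 5.68 and 4.79 in the other mice.

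**Figure D2:**
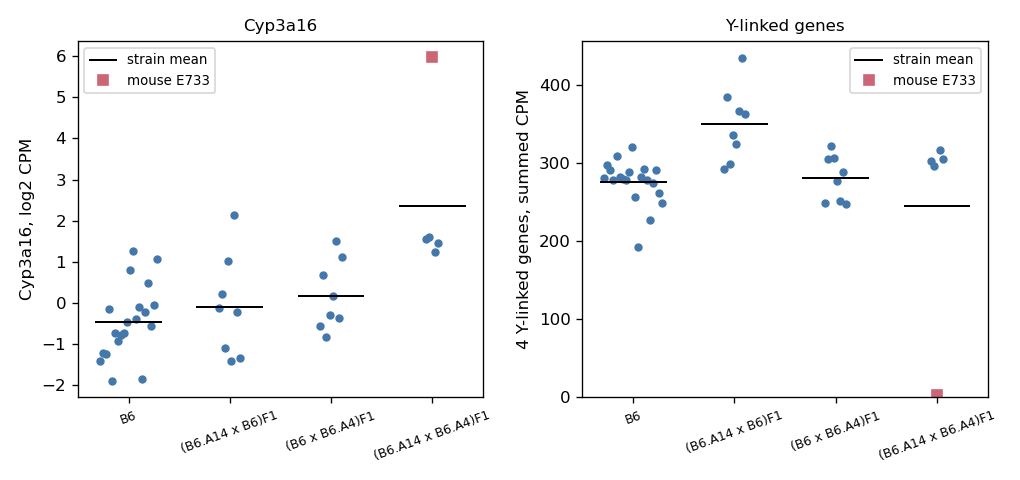
Cyp3a16 (left, log2 CPM) and the sum of 4 Y-linked genes (right, CPM) in the mice of B6, both single CSSs and the double CSS of chromosomes 14 and 4. Each point is a mouse, black bars are strain means, and the square is the mouse E733, at 5.97 log2 CPM for Cyp3a16 and 3.23 CPM for the Y-linked genes.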

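Interactions were counted as antagonistic when the double CSS differed less from B6, in absolute log2 fold change, than the sum of both main effects, and as synergistic otherwise. By this rule, 11242 ieQTLs (94.6%, 95% confidence interval 94.2 to 95.0) were antagonistic and 637 (5.36%) were synergistic. When the sign of the interaction against that of the additive prediction was used instead, 99.8% were antagonistic. The median absolute log2 fold change over the ieQTLs was 0.44 for the additive prediction and 0.09 for the double CSS. Of the synergistic ieQTLs, 95.5% had the double CSS on the opposite side of B6 from the additive prediction, and 529 (83.1%) had no meQTL of either chromosome. A main effect and the interaction both contain the same single CSS mice, so that noise alone favors antagonism. With permuted strain labels, between 67.1% and 79.7% of the interactions with an unadjusted p-value under 0.05 were antagonistic, and with the real labels 89.5% were. The A14:A8 ieQTLs included 4040 antagonistic and 265 synergistic ones.

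**Figure D3:**
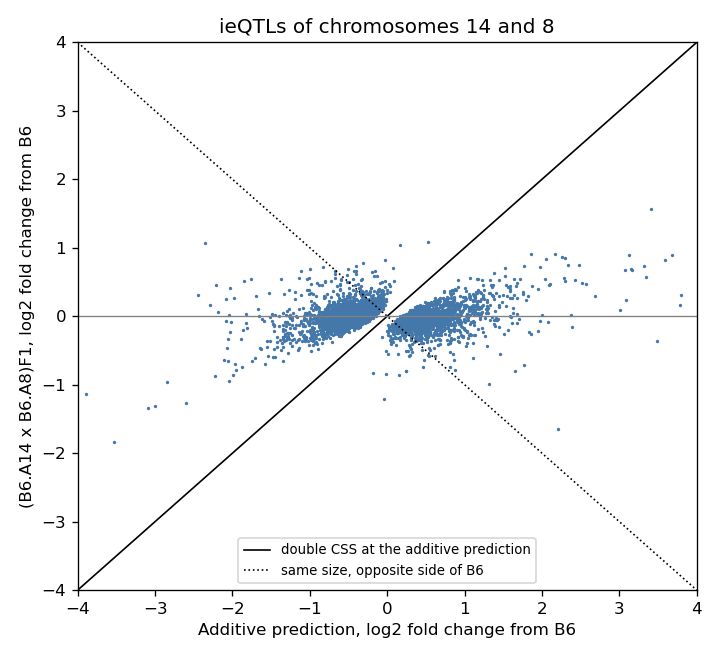
The 4305 ieQTLs of chromosomes 14 and 8, with the sum of both main effects on the horizontal axis and the log2 fold change of (B6.A14 x B6.A8)F1 from B6 on the vertical axis. The solid line is a double CSS at the additive prediction, the dotted line is the same size on the opposite side of B6, and 14 points lie outside the axes, which end at 4.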

Among the ieQTLs, antagonistic interactions accounted for 96% (n = 4101) while synergistic interactions accounted for 4% (n = 182) (Table 1). 

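Of the antagonistic ieQTLs, 9765 (86.9%) had a meQTL of at least 1 of the chromosomes of the cross. In 7599 (67.6%, 95% confidence interval 66.72 to 68.45), the double CSS also had an unadjusted p-value above 0.1 against B6. In 7344 (65.3%), its difference from B6 was in addition under 0.5 times the larger main effect. A p-value above 0.1 with 3 to 6 double CSS mice leaves room for small differences that were not detectable with these numbers. Choosing genes by a difference in a single CSS favors reversion as well, and with permuted labels, at unadjusted p-values under 0.05, between 47.3% and 61.2% had reverted, against 71.9% with the real labels.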

Remarkably, for 80% of the antagonistic interactions (3285/4101), gene expression in one or both of the single CSSs differed from the control B6 strain (a meQTL), whereas expression in the double CSS reverted to control levels (p > 0.1 relative to strain B6). To again validate the RNA-Seq data using an independent method, RT-qPCR was performed for a subset of genes with antagonistic (n = 13) and synergistic (n = 10) interactions. 

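The list of S8 Table holds 23 pairs of a gene and a cross, 13 listed as antagonistic (11 genes) and 10 as synergistic (10 genes), and was chosen by the study from these samples. In the RNA-Seq counts, the interaction had an unadjusted p-value under 0.05 in 22 of the 23 pairs, which were 13 antagonistic and 9 synergistic ones. With the adjustment over all genes tested, 19 pairs had an FDR under 0.05 (10 antagonistic, 9 synergistic), and adjusted over the list alone, 22 did, which is not independent evidence since the list was picked on these data. The pairs without an FDR under 0.05 were Zbtb20 in A14:A4 (0.146), Raph1 in A14:A4 (0.0978) and A17:A4 (0.0593) and Cyp3a16, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The interaction computed from the paper's RT-qPCR fold changes had the same sign in 17 of the 23 pairs, 9 antagonistic and 8 synergistic. Of the 14 pairs with a p-value under 0.05 in the paper's RT-qPCR, 13 also had one in the RNA-Seq counts, and the sign of the interaction was the same in 11 of these and opposite for Raph1 and Rprl3 in A14:A4. Rprl3 (ENSMUSG00000088025, chromosome 8, 3803069 to 3803358), listed as synergistic, was at 0.128 CPM in B6, 89.1 CPM in (B6.A14 x B6)F1, 80.0 CPM in (B6 x B6.A4)F1 and 100.5 CPM in (B6.A14 x B6.A4)F1, with an interaction of -9.14 (standard error 0.48). Rprl3 shares 94.1% of 204 aligned bases with Rpph1 on chromosome 14. It also shares 92.1% of 290 aligned bases with each of Rprl1 and Rprl2, so that its reads can come from more than one gene. By the paper's RT-qPCR, its level was 1.02 times that of B6 with chromosome 14 and 0.78 times with chromosome 4. Of the 11 pairs in A14:A4, 8 had an FDR under 0.05 with all mice, and 7 without the mouse E733, in whose absence Mcm10 had an adjusted p-value of 0.0992 in edgeR.

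**Figure D4:**
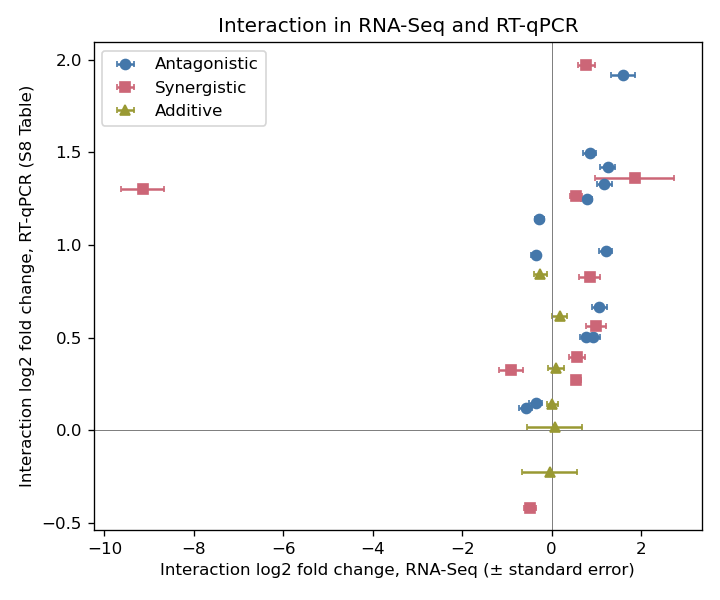
Interaction log2 fold change from RNA-Seq (horizontal axis, with standard error) and from the paper's RT-qPCR fold changes (vertical axis) for the pairs of S8 Table. Colors and symbols are the classes of S8 Table, and the signs are the same for 17 of the 23 antagonistic and synergistic pairs and for 5 of the 6 additive ones.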

Replication by RT-qPCR confirmed the detection of epistasis in 61% (p <0.05) of the genes tested (Antagonistic: 8/13; Synergistic: 6/10) (S8 Table).

**Fig 4:**
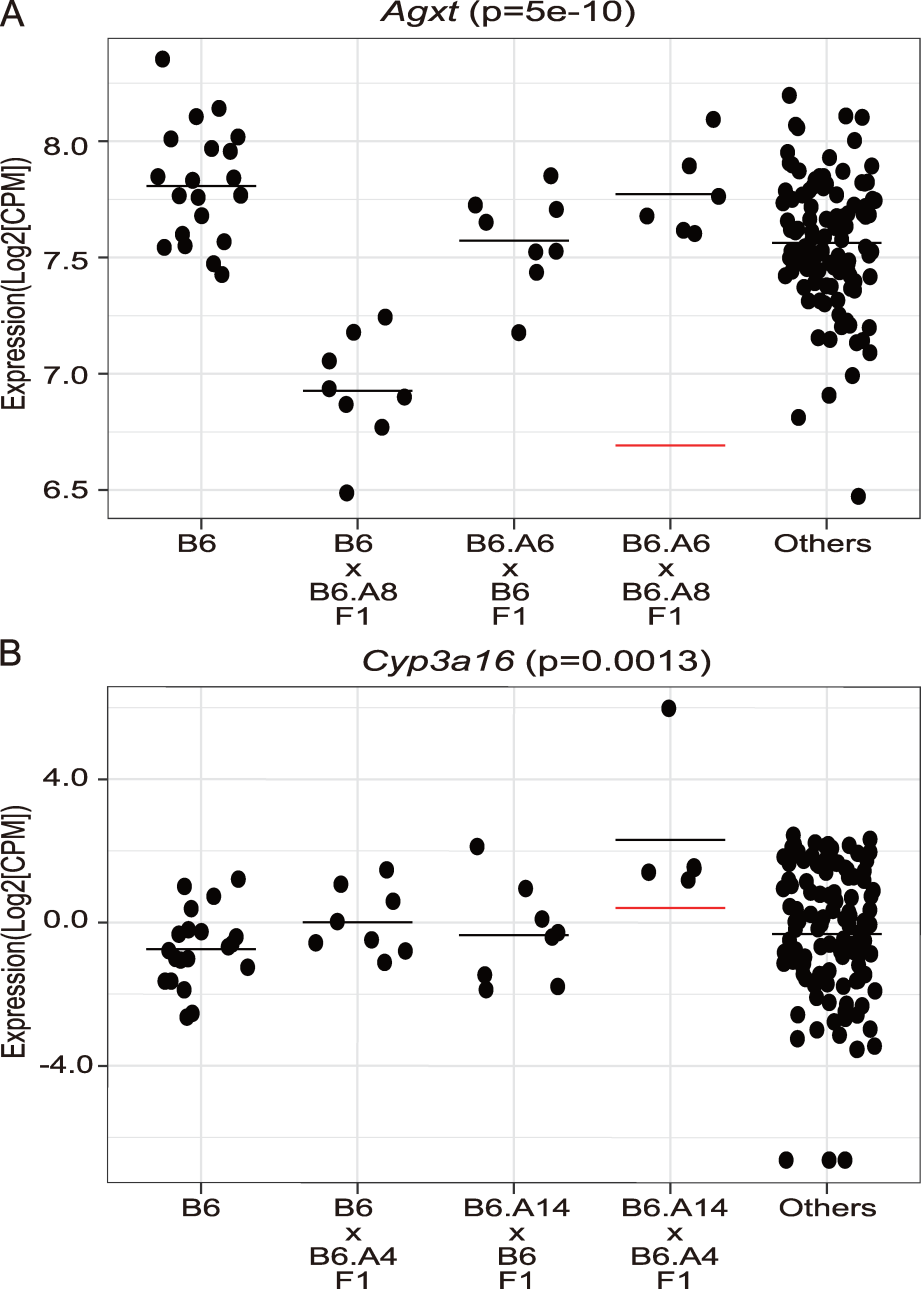
Examples of synergistic and antagonistic ieQTLs. Each dot represents the gene expression data from one mouse. The horizontal bar indicates the mean value for each strain (A) An antagonistic ieQTL regulates the expression of *Agxt* in the liver. (B) A synergistic ieQTL regulates the expression of *Cyp3a16* in the liver. The red horizontal line indicates the predicted trait level based on a model of additivity.

### Significant contribution of epistasis to trait heritability

Given that the ieQTLs regulated approximately 2% of all genes expressed in the liver (Table 1), we sought to quantify the contribution of genetic interactions to the heritable component of all genes. First, an empirical Bayes quasi-likelihood F-test identified 6,684 genes out of the 12,325 genes expressed in the liver for which there was evidence of genetic control within the population of CSSs (FDR<0.05). 

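The joint test of all 23 strain coefficients gave an FDR under 0.05 for 6825 of the 13289 genes (51.4%). This F-test was run on every gene of the deposited table, and without the mouse E733 it gave 6497 genes. With the strain labels permuted, at most 7 genes passed in any of 39 permutations, using Wald statistics with the same quasi-likelihood variances.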

The average proportion of heritable variation attributable to interactions across these genes was 0.56 (1^st^ quartile: 0.43 – 3^rd^ quartile: 0.68) (Fig 5A). 

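The proportion was computed for each gene from the fitted strain values on the log scale, as the part of their sum of squares over the mice that an additive model left unexplained. Over the genes under genetic control, its mean was 0.562 (lower quartile 0.443, median 0.577, upper quartile 0.697), with a 95% bootstrap interval of the mean from 0.558 to 0.566. When each strain was counted once instead of each mouse, the mean was 0.540, and on the CPM scale, which moved it most, it was 0.377, with a median of 0.575. Among 6464 genes that did not pass the joint test, the mean proportion was 0.610. Since 15 of the 23 coefficients are interactions, or 0.652 of them, noise alone gives high values, and over all genes the mean with permuted labels was between 0.635 and 0.688, against 0.586 with the real labels.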

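A joint test of the 15 interaction coefficients among the genes under genetic control gave an FDR under 0.05 for 4341 of them (63.6%). For these genes, the mean proportion was 0.643, with quartiles of 0.561 and 0.745 and a 95% bootstrap interval of the mean from 0.638 to 0.647. The 2484 genes under genetic control without an interaction FDR under 0.05 had a mean of 0.422, and those with an interaction FDR above 0.5 had a mean of 0.230. A gene enters the first group because its interactions are large, so that its proportion is high in part by selection.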

When the same analysis was restricted to only genes with a statistically significant (FDR<0.05) contribution of interactions to gene expression levels (n = 3,236 genes), the proportion of heritable variation attributable to interactions increased to 0.66 (1^st^ quartile: 0.56, 3^rd^ quartile: 0.74) (Fig 5B). 

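Counts without interactions were simulated from the additive fit of each gene, with 20 draws. With Poisson noise, the mean proportion was 0.134 (lower quartile 0.048, upper quartile 0.202). When the noise was instead negative binomial with the dispersion estimated for each gene, which adds the differences between mice of one strain, the mean was 0.322 (lower quartile 0.265, upper quartile 0.382). Over genes, the proportion with negative binomial noise and the observed one had a Spearman's rho of 0.758, a correlation across genes, which are not independent replicates.

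**Figure D5:**
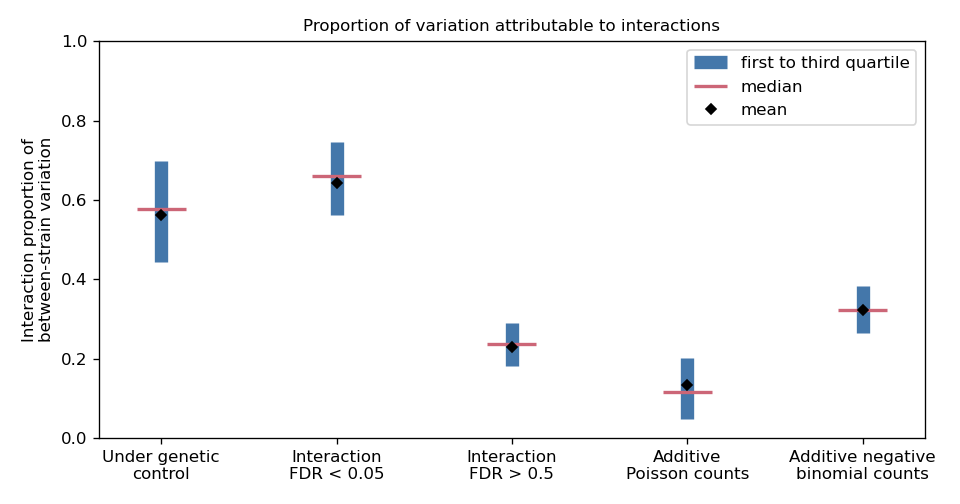
Interaction proportion of the variation between strains, for genes under genetic control, those with an interaction FDR under 0.05 or above 0.5, and counts simulated without interactions with Poisson or negative binomial noise. Blue bars span the lower to the upper quartile, red lines are medians and black diamonds means, which are 0.134 for Poisson and 0.322 for negative binomial noise.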

For comparison, a simulation study was conducted using artificial data to model pure additivity in the absence of interactions, with a resulting estimate of heritability of 0.13 (1^st^ quartile: 0.05, 3^rd^ quartile: 0.19) (Fig 5C), which provides an estimate of the background noise in this measurement. Thus, genetic interactions are a major contributor to the regulation of gene expression.

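The 95% bootstrap interval of the mean proportion in the counts simulated with Poisson noise was from 0.131 to 0.136. The number of genes with an interaction effect was 2280 with 10 surrogate variables, at a mean proportion of 0.507 over the genes under genetic control. From the proportion in genes under genetic control, its rise in genes with significant interactions and its low value in simulated additive data, the paper concludes that interactions between chromosomes contribute strongly to the regulation of gene expression.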

**Fig 5:**
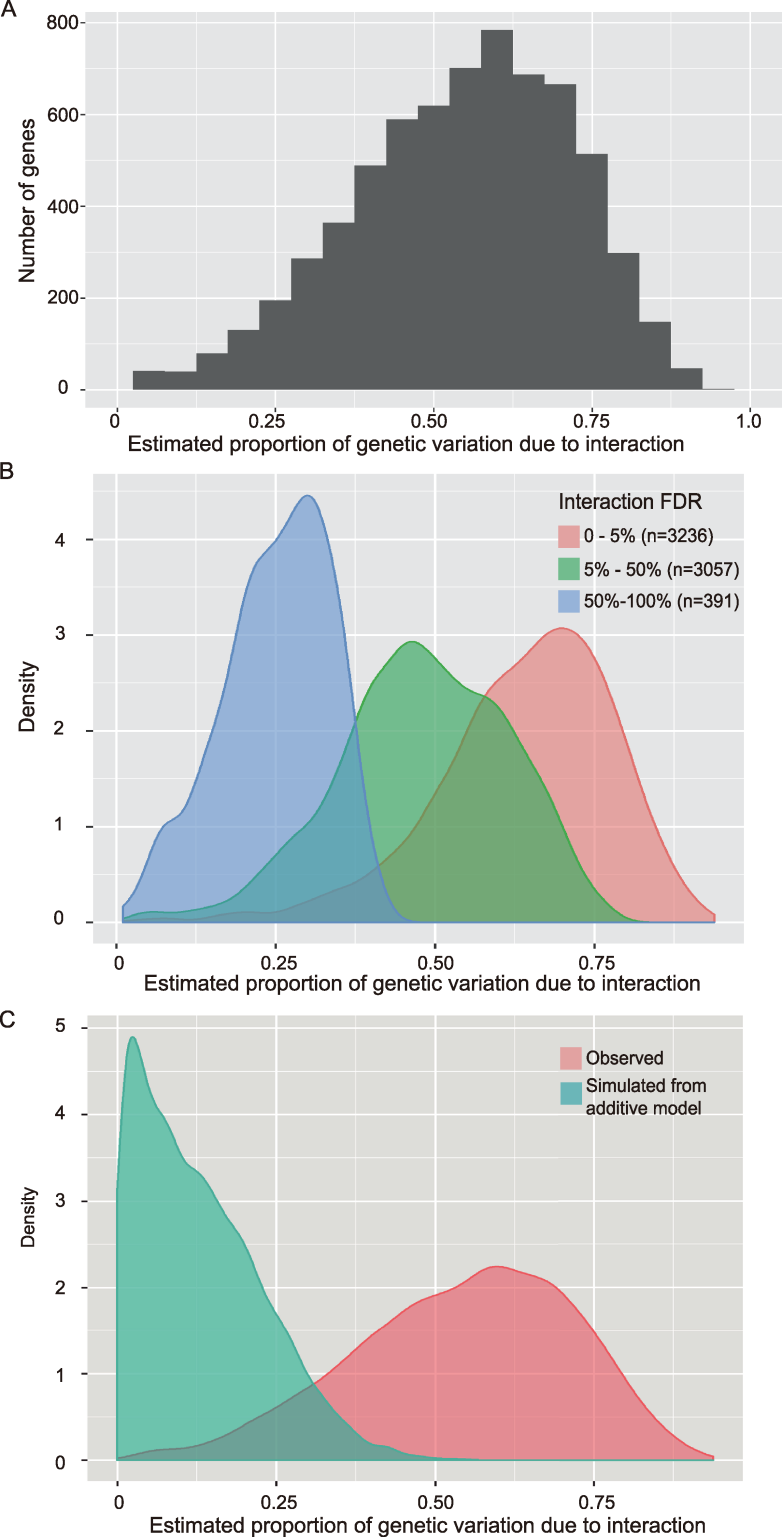
Contribution of epistasis to the genetic regulation of hepatic gene expression. Diagrams representing the estimated proportion of genetic variation due to interactions for (A) all genes expressed in the mouse liver whose expression was under genetic control in the CSS strains studied, (B) the same data segregated based on the statistical evidence supporting an effect of interaction on gene expression, and (C) a comparison of the genes with the most significant evidence for regulation by genetic interactions (FDR < 0.05) and a simulation study with artificial data that model the absence of any genetic interactions.

## Discussion

CSSs, which have a simplified and fixed genetic background, were used to identify widespread and likely concurrent epistatic interactions. This systematic analysis of mammalian double CSSs demonstrated that epistatic interactions controlled the majority of the heritable variation in both fasting plasma glucose levels and hepatic gene expression (Fig 5). 

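The genes with an interaction FDR under 0.05 in the joint test made up 32.7% of the genes in the deposited table. In the model without the mouse E733 there were 3993 of them.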

Among genes expressed in the liver, the expression level of 24% were regulated, at least in part, by epistasis (Fig 5). This number is remarkable considering that only dominant or semi-dominant effects were tested, only a single tissue and time point were examined, allelic variation from only two inbred strains of mice were included, and only 15 pairwise strain combinations of CSSs were tested out of a possible 462 combinations of double CSSs. The prevalence of epistatic interactions provides a potential molecular mechanism underlying the highly dependent nature of complex traits on genetic background [21,22,30,31]. Interpreting the effect of individual allelic variants will thus be severely limited by population-style analyses that fail to account for possible contextual effects. Nonetheless, progress is being made in this field, including in diseases such as multiple sclerosis (MS), which is a complex genetic disease whose risk is highly associated with family history [32]. For example, MS risk alleles in DDX39B (rs2523506) and IL7R (rs2523506A) together significantly increase MS risk considerably more than either variant independently [15]. Based on the considerable number of interactions detected in the CSS crosses, context-dependent interactions such as that between DDX39B and IL7R in MS are likely widespread and may therefore represent a significant source of missing heritability for complex traits and diseases [33,34].

Although epistasis was a dominant factor regulating fasting glucose levels, the same effect was not detected in the regulation of body weight. It is not clear if this is due to different genetic architectures between these two traits or whether this was due to the limited genetic variation between the B6 and A/J strains. The body weight studies were conducted in mice fed a standard rodent chow, whereas differences in body weight between strains B6 and A/J are significantly more pronounced when challenged with a high-fat diet [35,36]. Alternately, a recent meta-analysis of trait heritability in twin studies identified significant variation in the role of additive and non-additive variation among different traits, with suggestive evidence for non-additive effects in 31% of traits [37]. Among the traits analyzed, genetic regulation of neurological, cardiovascular, and ophthalmological traits were among the most consistent with solely additive effects, whereas traits related to reproduction and dermatology were more often consistent with non-additive interactions. Among the metabolic traits studied, 40% of the 464 traits studied were consistent with a contribution of non-additive interactions [37]. It is interesting to speculate whether some traits that may have a more direct effect on fitness (e.g. reproduction) are more likely to involve multiple non-additive effectors in order to maintain a narrow phenotypic or developmental range [38].

Although many inter-chromosomal non-additive interactions were identified in mice, it remains unclear whether these interactions are attributable to bigenic gene-gene interactions or to higher-order epistasis involving multiple loci located on a substituted chromosome. Studies in yeast that dissected the genetic architecture of epistasis demonstrated that gene-gene interactions played a minor role among the heritable effects attributable to epistasis, thus primarily implicating higher order interactions [2]. Yet, other studies in yeast that methodically tested pairs of gene knockouts for interactions identified a number of gene-gene interactions [39]. Additional evidence for both high-order epistasis with three, four, and even more mutations [40] as well as bigenic gene-gene interactions [41] have been identified, and it seems likely that both will underlie interactions detected in the CSS studies. This is because the use of CSSs to study the allelic variation found on an entire chromosome in tandem equally enables the detection of bigenic and higher-order interactions, although it does not distinguish between these two possibilities by identifying the number of contributing variants on the substituted chromosomes without further mapping studies. This property of CSSs may contribute to the robust detection of epistasis using the CSS experimental platform relative to genetic mapping studies in populations with many independently segregating variants, which are often underpowered to identify higher-order interactions [42]. However, to formally test this and determine the relative contribution of each, higher resolution genetic mapping of the epistatic interactions will be necessary to better understand their molecular nature [43]. Higher resolution mapping studies should eventually shed light on whether the chromosome-level properties discovered in this study are consistent with those for SNP-level interactions. Based on previous studies of complex trait QTLs in single-CSS studies, chromosome-level QTLs demonstrated a similar genetic architecture as that found in higher resolution QTLs including large effect sizes, similar direction of effects, and suggestive evidence of widespread epistasis [23,44]. Thus, it seems likely that discoveries made based on chromosome-level analysis of epistasis, will apply equally to studies involving individual genetic variants. For example, genetic variants in *Cntnap2* were identified by higher resolution mapping studies of chromosome-level QTLs in CSSs, that were associated with opposing effects on body weight depending on epistatic interactions with intra-chromosomal variation in the genetic background [45].

Perhaps the most significant outcome of the epistasis detected was the high degree of constancy in the light of context dependence, such that the interactions usually returned trait values to the levels detected in control mice. Remarkably, this is just as Waddington predicted 75 years ago, a phenomenon he referred to as canalization [46] and has been observed in previous studies[47–51]. Canalization refers to the likelihood of an organism to proceed towards one developmental outcome, despite variation in the process along the way. This variation can be influenced by among other things the numerous functional genetic variants present in a typical human genome, which may contain thousands of variants that alter gene function [52]. We find that the overwhelming majority of genetic interactions return trait values to levels seen in control strains, which would act to reduce phenotypic variation among developmental outcomes. Studies of epistasis in tomato plants detected by analyzing short chromosomal regions on different genetic backgrounds identified a similar bias towards antagonistic epistasis relative to synergistic epistasis[50]. A bias towards antagonistic interactions was also detected in large-scale gene-gene interactions studies in yeast, although with a lower frequency of antagonistic relative to synergistic interactions[49,53]. Thus, our results are concordant with other studies that the majority of epistatic interactions are antagonistic, and together suggest that when larger tracts of DNA are assessed for interactions the effects are even more likely to be antagonistic. This robustness in the face of considerable genetic variation is central to the underlying properties of canalization. These genetic interactions therefore represent a mechanism for storing genetic variation within a population, without reducing individual fitness. This stored genetic variation could then enable populations to more quickly adapt to environmental changes [54].

Finally, the consistently greater effect sizes of main effects relative to average effects suggests that GWAS-type studies, in both human and model organisms, consistently underestimate true effect sizes in at least a subset of individuals. For example, a large F2 intercross between inbred mice carrying a mutation that results in a nonfunctional allele of the growth hormone releasing hormone receptor (*Ghrhr*) on either a B6 or C3H genetic background identified widespread antagonistic epistasis, albeit with small contributions to overall trait heritability relative to additive effects [47]. Similarly, epistatic interactions were identified in the Diversity Outbred mice resulting in small contributions to the overall heritability of metabolic-related traits [55]. These studies contrast the large contribution of epistasis to trait heritability identified using the CSS paradigm (Fig 5), mirroring the contrasting portraits of genetic architecture identified based on differing genetic structures of these experimental populations [23]. The CSS paradigm examines context-dependent effects on individual genotypes and typically identifies QTLs with large effect sizes. Alternatively, GWAS-type studies average effects across a population of heterogeneous genotypes and typically identify QTLs with small phenotypic effects. However, perhaps most relevant is that the relatively simpler genotypes of CSSs enable greater depth analyzing fewer unique genotypes, potentially capturing what would be rare genotypic combinations in a segregating cross or human population. Therefore, the key to enabling precision medicine, which like the CSS studies is focused on the effect of a variant on one specific genetic background, is to identify in which subset of individuals a particular variant has a significant effect. The consideration of epistasis in treatment, although in its infancy, remains a promising avenue for improving clinical treatment regimens, including predicting drug response in tumors [56] and guiding antibiotic drug-resistance [57]. However, true precision medicine will necessitate a more comprehensive understanding of how genetic background, across many loci, affects single variant substitutions.

## Materials and methods

### Ethics statement

All mice were cared for as described under the Guide for the Care and Use of Animals, eighth edition (2011) and all experiments were approved by IACUC and carried out in an AAALAC approved facility. The IACUC protocol numbers were 2013–0098 and 2016–0064. Mice were anesthetized with isoflurane prior to retro-orbital bleeding and subsequently euthanized by cervical dislocation for tissue collection.

### Mice

Chromosome substitution strains (CSS) and control strains were purchased from The Jackson Laboratory. These strains include C57BL/6J-Chr3^A/J^/NaJ mice (Stock #004381) (B6.A3), C57BL/6J-Chr4^A/J^/NaJ mice (Stock #004382) (B6.A4), C57BL/6J-Chr5^A/J^/NaJ mice (Stock #004383) (B6.A5), C57BL/6J-Chr6^A/J^/NaJ mice (Stock #004384) (B6.A6), C57BL/6J-Chr8^A/J^/NaJ mice (Stock #004386) (B6.A8), C57BL/6J-Chr10^A/J^/NaJ mice (Stock #004388) (B6.A10), C57BL/6J-Chr14^A/J^/NaJ mice (Stock #004392) (B6.A14), C57BL/6J-Chr17^A/J^/NaJ mice (Stock #004395) (B6.A17) and C57BL/6J (Stock #000664). Mice were maintained by brother-sister matings. All mice used for experiments were obtained from breeder colonies at Case Western Reserve University. Mice were housed in ventilated racks with access to food and water *ad libitum* and maintained at 21°C on a 12-hour light/12-hour dark cycle. Male mice from strains B6, B6.A4, B6.A5, B6.A10 strains and B6.A8 were bred with female mice from strains B6, B6.A3, B6.A6, B6.A14 and B6.A17 strain. The offspring were weaned at 3 weeks of age. The number of offspring analyzed from each cross is shown in S2 Table for both body weight and plasma glucose, although glucose levels were not measured in one mouse each from the following strains: (B6 x B6.A10)F1, (B6.A14 x B6)F1, (B6.A17 x B6.A10)F1, (B6.A3 x B6.A10)F1, (B6.A6 x B6.A4)F1, (B6.A14 x B6.A5)F1 and (B6.A6 x B6.A5)F1. The mice analyzed from each cross were derived from at least three independent breeding cages. No blinding to the genotypes was undertaken.

### Mouse phenotyping

At 5 weeks of age, mice were fasted 16 hours overnight and body weight was measured. Mice were anesthetized with isoflurane and fasting blood glucose levels were measured via retro-orbital bleeds using an OneTouch Ultra2 meter (LifeScan, Milpitas, CA, USA). Mice were subsequently euthanized by cervical dislocation and the caudate lobe of the liver was collected and immediately placed in RNAlater (Thermo Fisher Scientific, Waltham, MA, USA).

### Trait analysis

To analyze the body weight and fasting plasma glucose data, linear regression was used with a main effects term and a term for each pairwise interaction for the males and females separately. In the glucose data, 5 observations were Winserized by setting a ceiling of 4 median absolute deviations from the median. Any values larger than the ceiling (165 mg/dL) were set to the ceiling. Additionally, interactions where one of the crosses contained less than 5 mice were not analyzed leading to the removal of the (B6.A4 x B6.A3)F1 mice, the female (B6.A8 x B6.A14)F1 and the male (B6.A8 x B6.A3)F1 mice. For each trait and for each sex, we estimated a linear model with the following predictors: (1) maternal substitution, (2) paternal substitution and (3) the interaction of maternal by paternal substitution. In these models, the reference strain was B6. The sexes may potentially differ in residual variance and in the effect of the chromosome substitutions (i.e. gene by sex interaction). To handle these differences transparently, we estimated and reported models for each sex separately. Within each of the above models, two joint linear hypothesis tests were performed of the following hypothesis: (a) there were no main effects (i.e. terms (1) and (2) in the model above were all 0), and (b) there were no interaction effects (i.e. terms (3) in above model were all 0). These linear hypothesis tests were carried out using the “linearHypothesis” function in the “car” package [58] and with the anova function in R. Fisher’s method was used to combine these p-values from males and females [59]. Similar results were obtained using a full 3-way interaction model including all interactions between sex, maternal substitution and paternal substitution. In this approach, the test of the null hypothesis that all main effects in males and females were 0 had a p-value of 3.168e-05 and 1.17e-05 for weight and glucose respectively, while the overall test for interaction had a p-value of 0.44 and 0.00011 for weight and glucose respectively. Inverse-variance meta-analysis was used to combine the coefficient estimates from the males and females. If ${\hat{\beta }}_{m}$ and ${\hat{\beta }}_{f}$ are estimated genetic effects for males and females respectively then the IVW estimator is ${\hat{\beta }}_{IVW}=w{\hat{\beta }}_{f}+(1-w){\hat{\beta }}_{m}$ where $w=\frac{1/\mathrm{var}\left({\hat{\beta }}_{f}\right)}{1/\mathrm{var}\left({\hat{\beta }}_{f}\right)+1/\mathrm{var}\left({\hat{\beta }}_{m}\right)}$. Thus, while the genetic effects may potentially differ between males and females, the combined results represent a weighted average of the effect in males and in females. To account for potential non-normality, heteroscedasticity and *multiple testing*, we created 10,000 bootstrap data sets by sampling with replacement from each cross and sex combination. Studentized bootstraps (i.e. using pivotal statistics) were used to create confidence intervals for the coefficients and p-values. Multiple tests were adjusted for by comparing the observed test statistics to the maximum bootstrap test statistic as described elsewhere [60]. P-values were adjusted for multiple comparisons separately for each trait and separately for the main effects and interactions. As an alternative to the meta-analysis approach, we also fit a linear model adjusting for sex as a covariate. Results of this analysis are reported in S12 and S13 Tables. The proportion of the genetic variance explained by interactions was estimated as (R_Full_−R_Additive_)/ R_Full_ where R_Additive_ and R_Full_ are the adjusted coefficients of determination for the model with only main effects and for the full interaction model respectively. The adjusted coefficients of determination are an estimate of the proportion of variation in the trait which is explained by the model. Note that R_Full_ and R_Additive_ share the same denominator (i.e. the total trait variation). Thus, total trait variation cancels out of the quantity (R_Full_—R_Additive_)/ R_Full_ so that the quantity represents the amount of genetic variation that cannot be explained by main effects only. Using the adjusted version of the coefficient of determination helps account for potential overfitting. Bootstrap confidence intervals of this proportion were calculated.

### Sample preparation for RNA-Seq

Liver tissue stored in RNAlater was homogenized using a Tissumizer Homogenizer (Tekmar, Cincinnati, OH, USA). Total RNA was isolated using the PureLink RNA purification kit (Thermo Fisher Scientific, Waltham, MA, USA). A sequencing library was generated using the TruSeq Stranded Total RNA kit (Illumina, San Diego, CA, USA). RNA samples were sequenced on Illumina HiSeq2500s with single-end 50 base pair reads [61]. Library preparation and RNA sequencing were performed by the CWRU genomics core (Director, Dr. Alex Miron). A total of 7,269,450,186 reads were generated across four flow cells, with an average of 47,204,222 ± 928,913 [range: 14,561,990–76,538,825] reads per sample. Sequencing quality was assessed by FastQC [62], which identified an average per base quality score of 35.46.

### RNA-Seq data analysis

To maximize statistical power, 20 samples were selected for analysis from the control B6 group, 8 samples were selected from the single CSS groups, and 5 samples were selected from the double CSS groups. A total of 154 control and CSS mice were analyzed, including 20 B6 mice, 63 mice that were heterozygous for one A/J-derived chromosome, and 71 mice that were heterozygous for two different A/J-derived chromosomes. Only male mice were analyzed to avoid complications due to sex differences in gene expression. The B6.A4 x B6.A3 and B6.A8 x B6.A3 crosses were poor breeders and thus we did not obtain 5 samples to analyze from these crosses.

Reads were aligned using TopHat2 (2.0.10) [63] to the reference mm10 genome with the GENCODE vM7 annotations as a guide. Because the reference genome is comprised of sequence from strain B6, sequencing reads from a B6-derived chromosome are more accurately mapped than reads from an A/J-derived chromosome [64]. To avoid potential mapping biases, we created an “individualized genome” of the A/J mouse strain using the program Seqnature [64] with variant calls from the Mouse Genomes Project that were downloaded from The Sanger Institute [65]. Reads that were not mapped to the B6 genome were then mapped to the individualized AJ genome with TopHat2. HTSeq-count [66] and the GENCODE vM7 gene annotations[67] were used to count the number of reads for each gene feature. After filtering to remove duplicate reads, unmapped reads, low quality reads, and reads mapped to non-GENCODE regions of the genome, an average of 16,506,775 ± 439,754 [range: 4,638,701–30,465,477] reads were mapped to GENCODE regions per sample. There was no significant difference in the mapping efficiency (number of mapped reads / total number of reads) between the control B6 samples and any of the CSS strains either genome-wide (S10A Fig) or on the substituted chromosome (S10B Fig). This suggests that the sequence differences on the A/J chromosomes did not reduce mapping efficiency in the CSSs.

Graphical depictions of the distribution CPM (counts per million) were used to remove the following 3 outlier samples: E171, E305, and E570 (S1 Table). Genes where less than 75% of the samples had a count greater than or equal to 15 were considered to be expressed at low levels in liver and were removed leaving 13,289 genes that were considered expressed. To enhance reproducibility and reduce the dependence between the genes, svaseq [68] was used to create 5 surrogate variables that served as covariates in subsequent modeling.

EdgeR [69] was used to fit a model with main effects and pairwise interactions between each chromosome substitution. EdgeR uses a log link function, and thus departure from additivity in EdgeR is departure from a multiplicative model on the gene expression level. For each gene an interaction model was fit which included the following terms: (1) maternal substitution, (2) paternal substitution, (3) the interaction of maternal by paternal substitution, and (4) the SVA covariates. For all models, “B6” was used as the reference for the categorical chromosome substitution predictors.

A stratified FDR approach was used for the analysis of both meQTLs and ieQTLs [70]. For meQTLs, we tested for associations between every combination of chromosome substitutions in the study with every unfiltered gene in the RNA-Seq data. These hypothesis tests were stratified by chromosome and cis vs. trans. The method of Benjamini and Hochberg [71] was applied within each strata to control the false discovery rate. Similarly, the hypothesis tests for the ieQTLs were stratified by each chromosome combination and cis/trans. The stratified FDR approach has been shown to be more powerful when the proportion of true hypothesis differs by strata. The chromosome-chromosome interactions with FDR < 0.05 were divided into the categories synergistic and antagonistic based on the gene expression differences between the double CSS strain and the control strain relative to that predicted by an additive model (S9 Fig). Spearman’s r was used to summarize the association between several variables in the analysis. A Spearman’s r of 1 implies that the rank order of the values for two variables is the same. To estimate the amount of variation attributable to interaction, we fit an additive model in EdgeR which did not include any interaction terms. We then calculated for each individual and gene the fitted values assuming that the individual’s covariates (i.e. the SVA surrogate variables) were set to 0 and thus do not contribute to the variation. We calculate SS_Full_ as the sum of the mean centered and squared fitted values for the full model including interaction, S_Additive_ was calculated similarly for the additive model. We calculated the proportion of the genetic variation explained by interactions as (SS_Full_—S_Additive_) / S_Full_. This proportions is only meaningful when there is genetic variation to be explained. To filter out only genes with evidence of genetic control, using the full model for each gene, we tested the overall joint null hypothesis that all mouse strains had the same average expression level using the empirical Bayes quasi-likelihood F-tests test as implemented in EdgeR. This allowed us to classify some genes as showing evidence of genetic control. Only these genes were looked at further. The estimator (SS_Full_—S_Additive_) / S_Full_ may be slightly biased upward due to overfitting. However, the mean value for this statistic among the genes with no significant interaction (FDR > 0.5) was 0.25 (1^st^ quartile: 0.20, 3^rd^ quartile: 0.32) (Fig 5B), which gives one estimate of the upper bound on the possible bias. Here, the overall test that the interaction terms were all 0 was carried out using the Bayes quasi-likelihood F-tests test as implemented in EdgeR. To assess any potential bias stemming from the arbitrary selection of an FDR > 0.5, we performed a simulation study to independently approximate the upper limit on this bias. Using the fitted values (i.e. predicted mean) from the additive model described above, we simulated counts for each gene and individual from a Poisson distribution. The full and additive model was fit to the simulated data set, and the variance explained (SS_Full_—S_Additive_) / S_Full_ was calculated for each gene. The simulation was repeated 100 times and the average variance explained by interaction was averaged across all simulations for each gene. The mean for the amount of genetic variance explained by interaction under this simulated additive model was 0.13 (1^st^ quartile: 0.05, 3^rd^ quartile: 0.19) (Fig 5C). This gives another estimate of the upper bound on the possible bias.

### Multiple testing correction

For both the analysis of mouse phenotypes and RNA-Seq data it is necessary to account for multiple testing in order to avoid a large number of false positive findings. The approaches to multiple testing for the mouse phenotypes and RNA-Seq data are fundamentally different because the number hypotheses being tested were very different. For the mouse phenotype data, there were a relatively small number of targeted hypotheses, and thus the conservative and more confirmatory approach of controlling the family-wise type I error was applied. In this case, the genetic scan for each of the small number of traits was considered to be a separate question (i.e. the main effects for each trait and interaction effects for each trait were considered a separate “family” of hypotheses). For the large number traits analyzed in the RNA-Seq data, a less conservative and more hypothesis generating approach known as the stratified FDR was applied.

### Quantitative PCR (qPCR)

Tissue was homogenized using TissueLyser II (Qiagen, Valencia, CA, USA) and total RNA was isolated using the PureLink RNA purification kit with TRIzol protocol (Thermo Fisher Scientific, Waltham, MA, USA). Total RNA was reverse transcribed using the high capacity cDNA reverse transcription kit (Applied Biosystems, Carlsbad, CA, USA). The sequences for each primer are listed in S14 Table. The qPCR reactions were performed with the power SYBR green PCR Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) and run on a Bio Rad CFX Connect Real Time System (Bio Rad, Hercules, CA, USA). Expression levels were calculated using the ΔΔCt method relative to the *Rplp0* control gene.

## Supporting information

S1 Fig Body weight and glucose levels in all CSS and control mice. Body weight and plasma glucose levels were measured in 5-week-old mice that were fasted overnight. Each dot represents the data from an individual mouse. Females (F) are shown in red. Males (M) are shown in blue. Outliers, as described in the Trait Analysis paragraph in the Methods section, are not shown but all data is available in S1 Table.
(EPS) Click here for additional data file.

S2 Fig Schematic diagram of CSS and control crosses. Crosses were used to generate control, single CSS, and double CSS mice to examine main effects and interaction effects on various traits and gene expression levels. The four crosses used (top) to generate the control and CSS offspring (bottom) to study the substitution of chromosomes 3 and 10 are provided as an example of the crosses that were performed. Each rectangle represents a chromosome, with the substituted chromosomes 3 and 10 diagramed in this figure, on B6 background in all mice. The control B6 mice were generated from Cross I. The single CSS mice were generated from crosses II and III. The double CSS mice were generated from cross IV. M, Male. F, Female.
(EPS) Click here for additional data file.

S3 Fig Inter-chromosomal epistasis regulates fasting glucose levels. Plots representing four out of the five CSS crosses that showed significant inter-chromosomal interactions on plasma glucose levels (The other significant CSS cross is shown in Fig 1). Each dot represents a single mouse. “Others” represents the data from all mice in this study excluding the 4 strains shown in that panel. The black horizontal line indicates the mean glucose level for each group. The red horizontal line indicates the predicted trait level based on a model of additivity.
(EPS) Click here for additional data file.

S4 Fig Identification of 5 inter-chromosomal epistatic interactions that regulate fasting glucose levels in mice. Multiple testing adjusted p-values for interaction effects on fasting plasma glucose levels among 15 crosses each involving two A/J-derived chromosome substitutions with the substituted chromosomes indicated below the chart. Inverse-variance meta-analysis was used to combine the effects from males and females. The horizontal line indicates the significance threshold of 0.05.
(EPS) Click here for additional data file.

S5 Fig Positive correlation between cis-meQTLs and trans-meQTLs. (A) Scatter plot of the relationship between the percentage of cis-meQTLs and trans-meQTLs in each of 8 CSS strains with one substituted chromosome. The strains are labelled on the graph with only their substituted chromosome, for example strain (B6 x B6.A8)F1 is shown for simplicity as A8. Data is shown on a log scale. (B) Histogram illustrating the percentage of cis-meQTLs and trans-meQTLs in each of 8 CSS strains with one substituted chromosome.
(EPS) Click here for additional data file.

S6 Fig Identification of 5 trans-meQTLs that regulate the hepatic expression of Brca2. Gene expression levels of Brca2 in the liver are shown for strain B6 and 8 single CSS strains. Each dot represents Brca2 expression in an individual mouse. The mean value for each strain is indicated by a solid line. The Brca2 gene is located on mouse chromosome 5. ** indicates p<0.01 relative to strain B6. *** indicates p<0.001 relative to strain B6.
(EPS) Click here for additional data file.

S7 Fig Regulation of hepatic Zkscan3 expression by additive meQTLs. (A) Gene expression of Zkscan3 in the liver was analyzed by (A) RNA-Seq and (B) RT-qPCR. Each dot represents Zkscan3 expression levels in an individual mouse. RT-qPCR data shown is relative to the control gene Rplp0. The mean value for each strain is indicated by a black line. The expected expression level of Zkscan3 based on a model of additivity is indicated with a red line. The p value from a test for interactions is shown. A p > 0.05 is suggestive of regulation by additivity rather than interactions.
(EPS) Click here for additional data file.

S8 Fig Positive correlation between cis-ieQTLs and trans-ieQTLs. (A) Scatter plot of the relationship between the percentage of cis-ieQTLs and trans-ieQTLs identified among 15 pairwise CSS crosses. The data points are labelled on the graph with the two substituted chromosomes for each pairwise cross. Data is shown on a log scale. (B) Histogram illustrating the percentage of cis-ieQTLs and transieQTLs in each of 15 pairwise CSS crosses.
(EPS) Click here for additional data file.

S9 Fig Schematic diagram illustrating the categorization of epistasis as either synergistic or antagonistic. Hypothetical mean expression levels are shown with black lines for the strains B6 and the two single CSS strains (CSSa x B6)F1 and (B6 x CSSb)F1, where a and b represent any two different substituted chromosomes. The predicted expression levels based on a model of additivity in the double CSS strain (CSSa x CSSb)F1 is shown with a red line. Synergistic epistasis is represented by a difference in trait values between the double CSS and control B6 strain that is greater than that predicted by additivity. Antagonistic epistasis is represented by a difference in trait values between the double CSS and control B6 strain that is less than that predicted by additivity. (A) Illustrates the case where only one single CSS strain shows expression differences relative to the control. (B) Illustrates the case where both single CSS strains show expression differences relative to the control. (C) Illustrates the case where both single CSS strains show expression differences relative to the control, but in opposite directions. (D) Illustrates the case where both neither single CSS strain show expression differences relative to the control.
(EPS) Click here for additional data file.

S10 Fig No differences in mapping efficiency of RNA-Seq reads between B6 and CSSs. (A) Genome-wide mapping efficiency was calculated as the number of unique reads mapped to the GENCODE coding portion of the genome divided by the total number of reads per sample. (B) Mapping efficiency was calculated as above for the individual substituted chromosomes in each CSS as indicated.
(EPS) Click here for additional data file.

S1 Table Summary of metabolic data for 766 mice used in analysis of body weight and plasma glucose. (XLSX) Click here for additional data file.

S2 Table Number of mice used for analysis of body weight and plasma glucose. (XLSX) Click here for additional data file.

S3 Table Main and average effects on phenotypes. (XLSX) Click here for additional data file.

S4 Table List of meQTLs in CSSs. (XLSX) Click here for additional data file.

S5 Table Main effects on gene expression. (XLSX) Click here for additional data file.

S6 Table Summary of genes with multiple meQTLs. (XLSX) Click here for additional data file.

S7 Table List of genes with multiple meQTLs. (XLSX) Click here for additional data file.

S8 Table Genes examined by RNA-Seq and RT-qPCR for epistasis and additive interactions. (XLSX) Click here for additional data file.

S9 Table List of ieQTLs in CSSs. (XLSX) Click here for additional data file.

S10 Table List of genes with multiple ieQTLs. (XLSX) Click here for additional data file.

S11 Table Summary of genes with multiple ieQTLs. (XLSX) Click here for additional data file.

S12 Table Identification of fasting glucose QTLs using a combined linear model. (XLSX) Click here for additional data file.

S13 Table Identification of body weight QTLs using a combined linear model. (XLSX) Click here for additional data file.

S14 Table Primer sequences for RT-qPCR detection. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

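Liver RNA of 154 mice from 24 strains was sequenced, as the paper's methods describe, with stranded total RNA libraries and single-end reads. The authors aligned the reads with TopHat2 to the mouse genome, aligned the remaining reads to an individualized A/J genome, counted reads per gene with HTSeq-count and removed genes with few counts. The deposited table holds raw counts for 13289 genes, which are whole numbers without normalization. The 3 mice that the paper excluded are not in the table. The totals per mouse lay between 4638701 and 30465477 counts. Confidence intervals of shares are 95% Wilson intervals, those of mean proportions come from bootstrap draws over genes, and both cover counting error only, since genes are not independent replicates.

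Each mouse was assigned to its strain from its sample label and S1 Table, which list the sire first, whereas the paper's names list the dam first. All mice in the table are listed as male, and 1 mouse with Y-linked counts near 0 was kept as labelled. The flow cell of each library is not given in the labels or in the paper's text, so it was not in the model. Gene positions were taken from GENCODE vM21, and a gene was counted as cis when it lies on a substituted chromosome.

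The counts were normalized by the TMM method in edgeR (version 4.0.16, R version 4.3.3), and 5 surrogate variables were estimated with svaseq (sva version 3.50.0) from counts scaled to the TMM library size. The model held 8 main effects and 15 interactions, with B6 as reference. Genes were tested with edgeR's quasi-likelihood F-test with legacy=TRUE, and the Benjamini-Hochberg adjustment was made within each effect for cis and trans genes separately, with an FDR threshold of 0.05. Genes under genetic control came from a joint test of all 23 strain coefficients, and genes with interaction effects from a joint test of the interactions among them. The filter written down beforehand was a count of at least 15 in at least 75% of the mice, but the paper tested every gene of the table, which meets that count only in at least 25.3% of the mice. The tests were therefore run on all genes of the table, and the 75% filter was run as an alternative.

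An ieQTL was called antagonistic when the double CSS differed less from B6 than the sum of both main effects, and reverted when a single CSS had a meQTL and the double CSS had an unadjusted p-value above 0.1 against B6. The interaction proportion was the part of the sum of squares of the fitted strain values that an additive model left unexplained. Additive counts were simulated with 20 draws from Poisson and from negative binomial distributions. Strain labels were permuted over the mice, giving 40 splits with the real one, with surrogate variables estimated again for each and Wald statistics in place of F-tests. CPM values on the log2 scale used a prior count of 2, except for Y-linked sums, which were scaled to total counts and had no prior count. Correlations and differences between groups were tested with 100000 two-sided permutations, or exactly, over every order or choice of mice, where a group had fewer than 10 values.

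The genes named are those that the paper's RNA-Seq results name, those of S8 Table and, for the substitution and the cross with the most calls, genes from among the 3 with the largest absolute log2 fold change of those called with an average log2 CPM of at least 2. Lists of sex-biased liver genes, with 20 female-biased and 20 male-biased genes, and of 4 X-linked genes that escape inactivation were written from general knowledge. The alternatives were 0 or 10 surrogate variables, surrogate variables from the counts as deposited, DESeq2's size factors, DESeq2's Wald test (version 1.42.0), stricter count filters, legacy=FALSE, other adjustments and thresholds, and leaving out each double CSS mouse in turn. Added later were body weight or 5 within-strain components as covariates, a model without the mouse that lacks Y-linked counts, and the FDR threshold of 0.01 for results other than counts and shares. The model was tested on simulated data with the same quasi-likelihood F-test. It recovered 92 of 100 genes with a log2 fold change of 1 in the chromosome 8 main effect. In the interaction of chromosomes 14 and 8, it recovered 86 of 100 with 1.5. Glucose and body weight results of the paper that do not rest on the counts were not analysed here.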

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

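The tests of sex-biased liver genes and of the total count for the mouse E733 were chosen only after its Y-linked counts were seen, as was that of Cyp3a16 without it, and the other tests were written down before their results were seen. In 66 groups of 4 to 10 mice, 6 values lay far from the other mice of the strain, where 3.3 would be expected by chance, since about 1 group in 20 has such a value. The total count of E117 in (B6 x B6.A8)F1 was 27281291, against 12679770 to 18339577 in the other mice of that strain. The total count of E387 in (B6.A14 x B6)F1 was 23161327, against 12421787 to 17295760. On genes of the substituted chromosomes, 2 of the 3 mice with a far total count or Cyp3a16 value, E117 and E733, had a score on the wrong side of 0.5 for 1 chromosome. A mislabelled mouse cannot be told apart from other causes by these scores, because 10 of the 154 mice had such a score. E117 scored 0.825 on its own chromosome 8, and E733 scored 1.10 on chromosome 14 and 0.326 on chromosome 4. No biological explanation was tested for the high totals.

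In E733 of (B6.A14 x B6.A4)F1, the log2 CPM of Cyp3a16 was 5.968, against 1.241 to 1.593 in the other mice of the strain. Its summed Y-linked expression was 1.692 on the log2 CPM scale, against 8.215 to 8.306. Few counts in the library are excluded as the cause by its total of 27542992, the highest of its strain. The sum over the X-linked genes Kdm6a, Eif2s3x, Kdm5c and Ddx3x was 654.6 CPM, above the range of 385.5 to 590.6 CPM in all other mice. Singly, Kdm6a and Eif2s3x were highest in E733, and Ddx3x and Kdm5c were not. Of the sex-biased liver genes listed, 13 of 20 female-biased and 19 of 20 male-biased ones are in the table, and E733 had the most female-like value of all mice for 24 of them (9 female-biased and 15 male-biased). The study also names Cyp3a16 from this list. A candidate explanation is that this library comes from a female, although S1 Table lists the mouse as male. Whether the animal or the tube was exchanged was not tested, and Xist is not in the table. Without E733, the Cyp3a16 interaction in A14:A4 was -0.295.

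The Y-linked log2 CPM of E187 in (B6.A3 x B6)F1 was 7.906, against 8.125 to 8.298 in the other mice, and that of E297 in (B6.A6 x B6.A8)F1 was 7.781, against 8.132 to 8.269. Both mice had the lowest total of their strain, with 12402342 and 4638701 counts. Within strains, the Y-linked CPM rose with the log2 total count (Spearman's rho 0.401, permutation test, two-sided p = 2e-05, adjusted p = 2e-05; Pearson's r 0.377, permutation test, two-sided p = 2e-05, adjusted p = 2e-05). The r was 0.333 without the 2 farthest mice, and 2 relations were computed in this family. Low depth may therefore account for these lower values, and no biological explanation was tested.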

How the results depend on the processing

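The alternatives with within-strain components, with body weight and without E733, and the FDR below 0.01 for results other than counts and shares, were chosen only after the data were seen, and the others, as well as all thresholds, were set before the data were examined. No filter beyond the table is how the results are reported here, so that alternative moves nothing. With legacy=FALSE, with 1 Benjamini-Hochberg adjustment over all tests, with DESeq2's Wald test for the counts and with a model of only the 4 strains for A14:A8 (3607 ieQTLs), the counts stayed within 1.5 times those reported. The number of genes under genetic control did so under every alternative run for it. No paired analysis was possible because mice carry individual IDs.

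The number of surrogate variables changed the total numbers of meQTLs and ieQTLs most. With 10, there were 4515 meQTLs and 2443 ieQTLs (1465 in A14:A8), of which 3704 and 2164 were among those reported. The shares fell to 3.768% for trans-meQTLs, 1.181% for cis-ieQTLs and 1.231% for trans-ieQTLs, 31.1% of genes had multiple meQTLs and 20.45% multiple ieQTLs. The antagonistic share was 94.06%, the reverted share 56.66%, and 2280 genes had interaction effects, with mean proportions of 0.507 and, for interaction genes, 0.623. The correlation of the cis and trans meQTL shares was 0.500 (exact permutation test, two-sided p = 0.22), and from 0.833 to 0.976 with the other alternatives. With surrogate variables from the counts as deposited, there were 17854 ieQTLs, with a cis-ieQTL share of 8.221%, multiple meQTLs in 56.09% and multiple ieQTLs in 61.2% of genes, 72.01% reverted and proportions of 0.556 and 0.627. With no surrogate variables, these shares were 52.52%, 64.19% and 72.78%, 93.84% were antagonistic, and the proportions were 0.554 and 0.632. With DESeq2's size factors, multiple ieQTLs were found for 52.3% of genes and the proportion was 0.557. The cause was not tested for these changes.

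With the count filter at 75% of the mice, which tests fewer genes, multiple meQTLs and ieQTLs were found for 52.65% and 52.85% of genes, with proportions of 0.545 and 0.628. With the filter at every mouse, they were found for 55.61% and 57.74%, with 93.63% antagonistic, 72.23% reverted and proportions of 0.535 and 0.609. An FDR below 0.01 gave 5928 meQTLs (11.56% cis and 5.243% trans) and 5918 ieQTLs (2.74% cis and 2.996% trans), as a stricter threshold gives fewer calls, with multiple meQTLs and ieQTLs for 44.11% and 44.55% of genes, 97.13% antagonistic and 61.97% reverted. By the sign of the interaction, 99.76% of ieQTLs were antagonistic, and with a limit on the size of the difference, 65.33% had reverted. The mean proportion was 0.540 with each strain counted once and 0.377 on the CPM scale, and the simulated one was 0.322 with negative binomial counts.

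With 5 within-strain components as covariates, there were 6983 meQTLs, 4763 ieQTLs and 1059 ieQTLs in A14:A8, with shares of 6.115% for trans-meQTLs, 2.222% for cis-ieQTLs and 2.409% for trans-ieQTLs. Multiple meQTLs and ieQTLs were found for 36.77% and 40.27% of genes, 69.73% had reverted, and 2603 genes had interaction effects, with proportions of 0.518 and 0.624. With body weight, these shares were 47.72%, 51.16% and 62.83%, with 93.12% antagonistic and proportions of 0.540 and 0.629. Without E733, multiple meQTLs and ieQTLs were found for 52.73% and 51% of genes, and 65.92% had reverted. The cause was not tested for these changes.

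Zkscan3 in A17:A8 reversed its sign, never with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (range 0.332 to 1). It was -0.172 with 10 surrogate variables, -0.164 with those from the counts as deposited, -0.171 with none, -0.172 with the 75% filter, -0.082 with the filter at every mouse, -0.146 with within-strain components, -0.018 without E733, -0.035 without E16 and -0.000 without E310, and with single mice left out it was from -0.035 to 0.076. Cyp3a16 in A14:A4 was -0.295 when only E733 was left out and -0.239 when the surrogate variables were estimated again as well, and with single mice of its strain left out it was from -0.295 to 2.674. Among the other results for single genes, 6 were weaker with 10 surrogate variables, 2 with within-strain components and 1 with body weight. Stronger results were 2 with no surrogate variables and 1 each with surrogate variables from the counts as deposited, with the filter at every mouse, with DESeq2's Wald test and with 1 mouse left out. The cause was not tested for them.

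With each double CSS mouse left out in turn, the number of ieQTLs was from 3890 to 4143 for A14:A8, from 2952 to 3397 for A6:A8, and 0 for A3:A5 and A6:A5. It was from 22 (without E210) to 160 (without E713) for A6:A4, with 39 without E11 and 42 without E642, and from 235 (without E744) to 714 for A14:A4, with 336 without E733. For A17:A4 it was from 36 (without E679) to 109, with 41 without E571 and 106 without E575, and for A14:A5 from 234 (without E176) to 551, with 350 without E26. It was from 0 to 2 for A17:A5 (2 without E379 and 1 without E464), from 134 (without E689) to 773 for A3:A8, from 762 (without E310) to 1200 for A17:A8, and from 79 (without E394) to 173 for A3:A10. For A6:A10 it was from 0 (without E232) to 63 (without E153), with 11, 12 and 2 without E32, E324 and E361, for A14:A10 from 332 (without E548) to 476, and for A17:A10 from 0 (without E623) to 120 (without E501), with 3 without E506. With 3 to 6 mice per double CSS, the numbers for the smaller crosses are therefore uncertain.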

Differences from the paper's values

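The comparison of Table 1 by shares was chosen only after one by counts had been seen, and alternatives are those set before the data were examined unless said to be chosen after the values were seen. A gap in a count or share is called closed when the value lay within 1.5 times the paper's. For log2 fold changes, the limit was the standard error of the value here. A closed gap therefore does not mean that the paper's value was reproduced. The paper's number of meQTLs is 6101, against 11764 here, and the values with 10 surrogate variables (4515) and an FDR below 0.01 (5928) were within 1.5 times the paper's, as were, chosen after the values were seen, those with within-strain components (6983) and body weight (8562), while the others were not. The paper's cis-meQTL share is 11.48%, against 18.43% here, and its trans-meQTL share is 5.42%, against 10.66%. These gaps were closed by 10 surrogate variables (12.87% and 3.768%), an FDR below 0.01 (11.56% and 5.243%) and, chosen after the values were seen, within-strain components (14.73% and 6.115%) and body weight (15.98% and 7.613%), and not by the others. The paper's number of genes with a meQTL is 3847, against 6306 here, with 3203 under 10 surrogate variables and 5589 under the filter at every mouse, which closed the gap, as did, chosen after the values were seen, an FDR below 0.01 (3795), within-strain components (4620) and body weight (5086), while the others did not. The paper's rank correlation of cis and trans shares is 1 for meQTLs, against 0.833 here, and 0.92 for ieQTLs, against 0.989, and none of the alternatives reached these values, with 0.976 for meQTLs under the 75% filter and under surrogate variables from the counts as deposited, and 0.933 and 0.945 for ieQTLs under within-strain components and an FDR below 0.01, both chosen after the values were seen, as the nearest.

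The paper's number of ieQTLs is 4283, against 11879 here, and an FDR below 0.01 (5918) and, chosen after the values were seen, within-strain components (4763) closed the gap, while the others did not. For A14:A8, the paper's number is 2305, against 4305, and only an FDR below 0.01 (2934) closed the gap. The paper's shares are 2.01% cis-ieQTLs and 2.16% trans-ieQTLs, against 5.332% and 6.033%, closed by an FDR below 0.01 (2.74% and 2.996%) and, chosen after the values were seen, by within-strain components (2.222% and 2.409%). The paper has multiple ieQTLs for 32.35% of genes, against 55.29%, and only an FDR below 0.01 (44.55%) and within-strain components (40.27%), both chosen after the values were seen, closed the gap. The paper has 2921 genes with an ieQTL, against 5742, and 182 synergistic ieQTLs, against 637, closed by 10 surrogate variables (1961 and 145) and, both chosen after the values were seen, by an FDR below 0.01 (3594 and 170) and within-strain components (2856, and for synergistic ieQTLs also a number within 1.5 times the paper's). The paper has 4101 antagonistic ieQTLs, against 11242, and 3285 reverted ones, against 7599. Of the alternatives run for them, only an FDR below 0.01 (5748 and 3562) and within-strain components (4522 and 3153), both chosen after the values were seen, closed these gaps. DESeq2's Wald test and 1 adjustment over all tests were not run for the numbers of genes with a meQTL or an ieQTL. Nor were they run for the numbers of synergistic, antagonistic and reverted ieQTLs.

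For the cis-meQTL share, the paper's value for (B6 x B6.A8)F1 is 22.09%, against 34.63% here. DESeq2's size factors (32.61%) and an FDR below 0.01 (24.68%) closed the gap, the former with a value still far above the paper's. The paper's trans share in this strain is 19.26%, against 29.359%, closed by the same alternatives (27.898% and 19.117%), and, chosen after the values were seen, body weight (25.25% and 20.8%), within-strain components (20.63% and 13.727%) and the model without E733 (31.31% and 26.675%) closed both gaps. For (B6.A14 x B6)F1, the paper's cis share is 19.27%, against 31.95%, closed by 10 surrogate variables (14.71%) and an FDR below 0.01 (21.38%), and its trans share is 10.05%, against 22.227%, closed by an FDR below 0.01 (12.766%), while, chosen after the values were seen, body weight closed the first gap (26.67%) and within-strain components both (23.45% and 10.106%). For (B6 x B6.A4)F1, the paper's cis share is 17.2%, against 26.18%, closed by 10 (16.38%) or no (21.71%) surrogate variables, an FDR below 0.01 (15.63%) and, chosen after the values were seen, body weight (21.84%), within-strain components (18.86%) and the model without E733 (25.06%). For (B6.A3 x B6)F1, the paper's cis share is 6.92%, against 11.94%, closed by surrogate variables from the counts as deposited (9.63%), none (9.23%), an FDR below 0.01 (7.73%) and, chosen after the values were seen, within-strain components (9.36%), and its trans share is 0.69%, against 3.219%, closed by an FDR below 0.01 (0.47%). For (B6.A17 x B6)F1, the paper's cis share is 5.85%, against 17.12%, closed by an FDR below 0.01 (8.56%), and its trans share is 0.09%, against 3.002%, closed by none. The paper's trans share is 1.01% for (B6.A6 x B6)F1, against 7.76%, closed by the filter at every mouse (1.314%), and 3.54% for (B6 x B6.A10)F1, against 6.396%, closed only by body weight (4.188%), chosen after the values were seen. It is 0.08% for (B6 x B6.A5)F1, against 0.219%, closed by 10 surrogate variables, none, or those from the counts as deposited (0.097% each). In each case the alternatives not named did not close the gap.

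The shares of Table 1 also differ. For these, as for all shares above, DESeq2's Wald test and 1 adjustment over all tests were not run. Leaving out single mice gave only total numbers of ieQTLs. The statements on alternatives for shares leave all of these out. For A14:A8, the paper's cis and trans shares are 17.56% and 17.32%, against 33.33% and 32.308% here, and only an FDR below 0.01 closed these gaps (23.85% and 21.914%). The paper's shares for A6:A8 are 6.81% cis and 5.89% trans, against 21.49% and 25.219%, for A14:A10 1.62% and 2.05%, against 4.98% and 4.092%, and for A3:A8 0.77% and 0.77%, against 6.43% and 7.699%. For A17:A4 the paper's shares are 0.14% and 0.48%, against 1.74% and 1.147%, and for A14:A5 0% and 0.17%, against 3.49% and 4.107%. The paper's cis share for A14:A4 is 3.86%, against 6.29%, and its trans share for A17:A10 is 0.03%, against 0.116%. No alternative set before the data were examined and run for shares closed any of the gaps for these 7 crosses. The total fell to 134 for A3:A8 without E689 and to 332 for A14:A10 without E548, so that leaving out mice may have closed gaps there. Of the alternatives chosen after the values were seen, within-strain components closed the cis gap for A14:A4 (4.19%) and the trans gap for A17:A4 (0.472%). The model without E733 also closed the latter (0.548%), and body weight closed the trans gap for A17:A10 (0.025%). For A17:A8 the paper's shares are 0.23% and 0%, against 7.48% and 8.817%, and only 10 surrogate variables and, chosen after the values were seen, within-strain components closed the gap for trans (0% each). The paper's shares for A6:A10 are 1.81% and 0.58%, against 0.45% and 0.008%, and for cis no surrogate variables (2.34%) and the 75% filter (1.59%) closed the gap, while no alternative did for trans. For A3:A10 the paper's shares are 0.44% and 0.56%, against 1.11% and 1.181%, closed by no surrogate variables (0.52% and 0.536%) and, for cis, by an FDR below 0.01 (0.45%), and not by the others. Compared as counts, the cis gap for A14:A4 (48 in the paper) was closed by DESeq2's size factors (72) and the filter at every mouse (65), and the trans gap for A6:A10 (69 in the paper) by the 75% filter (100).

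For Cyp3a16 in A14:A4, the paper's interaction from S8 Table is 2.807 on the log2 scale, against 1.859 here. The gap was closed by 10 surrogate variables (2.268), none (2.742) and DESeq2's Wald test (2.875). Leaving out E485 (2.432), E732 (2.025), E742 (2.601) or E744 (2.674) also closed it, but leaving out E733 (-0.295) and the other alternatives did not. For Zkscan3 in (B6 x B6.A8)F1, the paper's value is 0.733, against 0.462, closed by surrogate variables from the counts as deposited (0.708), none (0.73), the 75% filter (0.683), the filter at every mouse (0.677) and, chosen after the values were seen, within-strain components (0.667), and not by the others.

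Some statements of the paper about genes also differ. The paper gives Agxt as regulated by chromosome 6, whereas its adjusted p-value here was 0.185, and 0.0802 to 0.626 with the alternatives, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper gives an interaction of chromosomes 3 and 8 on Agt, whose adjusted p-value here was 0.0624 in edgeR and which had an adjusted p-value under 0.05 with surrogate variables from the counts as deposited (0.00997), with none (0.0062), with the filter at every mouse (0.0231) and without E688 (0.0435), in a range of 0.0062 to 0.445 over the alternatives. The paper describes a return of Agt to the control level in the double CSSs, where here their log2 fold changes from B6 were from -0.61 to -0.32. The Cyp3a16 interaction, which the paper gives as synergistic, had an adjusted p-value of 0.281 here, and one under 0.05 with no surrogate variables (0.0274) and with DESeq2's Wald test (0.0485), in a range of 0.0274 to 0.924. Rprl3 in A14:A4 is listed as synergistic in S8 Table, and its interaction here was -9.14, which made it antagonistic by size. Dnajb9 in A14:A4 went the other way, as it is listed as antagonistic and was synergistic by size here. Its fold changes from B6 were 0.9013 with chromosome 14, 0.7621 with chromosome 4 and 1.548 in the double CSS. In the paper's Table 1, A17:A8 is among the crosses with the fewest ieQTLs, and here only A14:A8 and A6:A8 had more than its 1154, while with 10 surrogate variables it had only 1.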

Other observations

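The tests of shared controls, gene length and body weight for the main effects, of the labels and the state of the chromosome 8 mice, of sex-biased expression, of components 1 and 2, of Rprl3 copies and of A14:A4 without E733 were chosen only after the results were seen. When strain labels were permuted over the mice, only 1 of 40 splits, the real one, gave as many meQTLs, and only 1 of 40 each gave as many ieQTLs, as many A14:A8 ieQTLs, as many genes under genetic control and as many genes with interaction effects. The permuted splits gave at most 109 meQTLs and 18 ieQTLs. The antagonistic share at an unadjusted p-value under 0.05 was at most 79.7% and the reverted share at most 61.2% in permuted splits, against 89.5% and 71.9%, so that shared noise and selection alone do not reach the values with the real labels. Genes with multiple meQTLs made up at most 40.3% and with multiple ieQTLs at most 40.9% in permuted splits, against 54.2% and 55.5% with the real labels in the same Wald tests. At the FDR threshold, these shares were 31.1% and 20.45% with 10 surrogate variables, for which no permutation was run. For the 8 single CSSs, 9 of 40 splits gave a rank correlation of cis and trans shares as high as the real one, so that noise shared by all genes of a strain may produce such a correlation.

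The mean interaction proportion over all genes reached 0.688 in permuted splits, above the 0.586 of the real labels, as noise spreads over 15 interaction and 8 main-effect coefficients. A high proportion by itself may thus come from noise. For genes under genetic control, additive counts with negative binomial noise gave a mean of 0.322, below the observed 0.562, so that differences between mice of one strain do not account for all of it. One of the paper's 2 comparisons was with simulated Poisson noise, for which the mean here was 0.134, and the other was with genes that have an FDR over 0.5, for which the mean was 0.230 here and 0.25 in the paper.

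The main effects of chromosomes 8 and 14 went together across genes, which are not independent replicates, with r = 0.786, the highest of the 28 pairs of strains. Shared B6 controls gave at most 0.611 for this pair, and at most 0.688 for the highest of the 28 pairs, in permuted splits. Gene length had a correlation of -0.098 with the chromosome 8 effects, and with body weight as a covariate r between both sets of main effects was 0.742. These values argue against chance differences of the shared control mice, gene length and body weight as the whole cause. A state common to the B6 mice cannot be excluded in this way, because permuting the labels of single mice breaks it up. With within-strain components as covariates, r was 0.623, and an axis along which mice of the same strain also differ cannot be told apart from other causes, because this value lies between the 0.611 and 0.688 of the permuted splits. A shift along male-biased and female-biased liver expression may contribute, as the mean log2 CPM of male-biased minus female-biased listed genes was 1.65 higher in (B6 x B6.A8)F1 than in B6 (n = 8 and 20 mice, exact permutation test, two-sided p = 0.001, adjusted p = 0.008 over 8 strains). In (B6.A14 x B6)F1 the difference was 0.97 (exact permutation test, two-sided p = 0.052, adjusted p = 0.083), so that for both strains together this explanation cannot be told apart from others with these numbers of mice. The difference was also 1.36 for chromosome 4 (exact permutation test, two-sided p = 0.0091, adjusted p = 0.036) and 1.22 for chromosome 17 (exact permutation test, two-sided p = 0.014, adjusted p = 0.037), so it is not limited to chromosome 8. Within strains, this score rose with body weight (Spearman's rho 0.647, permutation test, two-sided p = 1e-05, the smallest that the permutations can give, adjusted p = 2e-05; Pearson's r 0.645, permutation p = 1e-05, adjusted p = 2e-05; 0.629 without the 2 farthest mice).

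The trans effects of chromosome 8 were on average not seen in the double CSSs with that chromosome, where the mean slope of the effect on the single CSS effect was -0.156 for trans-meQTL genes, from -0.485 in A14:A8 to 0.09 in A3:A8, 0.012 for the 20 top trans genes, from -0.316 in A14:A8 to 0.226 in A17:A8, and 0.154 for the 20 top cis genes. For chromosome 17, the mean slopes of these 3 sets were -0.016, 0.046 and 0.971. For chromosome 14 they were -0.092, 0.266 and 0.174, and the first was -0.982 in A14:A8 and 0.062, 0.283 and 0.268 with chromosomes 4, 5 and 10. With chromosomes 4, 5 and 10, 54.2%, 50.6% and 56.4% of its trans-meQTL genes kept their sign, against 7.3% in A14:A8. As a set, its trans-meQTL effects were therefore seen at most in small part outside the cross with chromosome 8. Its 20 top trans genes had slopes of 0.873 and 0.757 with chromosomes 5 and 10, and so kept most of their effect there. With chromosome 4 their slope was 0.044, and in A14:A8 it was -0.612. The median slopes over all substitutions and double CSSs were 0.098 for trans-meQTL genes, 0.183 for the top trans genes and 0.682 for the top cis genes. The scores on genes of chromosome 8 argue against mislabelled mice as the cause of the whole pattern, since the 19 mice of these double CSSs had a mean of 0.880 and a lowest score of 0.622, against a mean of 0.024 in the 127 mice without the substitution, where the highest was 0.599 (E44) and the next 0.393. The lowest of the 8 single CSS mice was E116, with 0.565. A state of the B6 or chromosome 8 mice that is not tied to the chromosome, such as one that differs between cohorts, cannot be told apart from antagonistic interactions, because the slopes of cis genes were low as well and the cohorts or flow cells are not given. The main effects and interactions rest on the same single CSS and B6 mice, so that such a state could raise both numbers, and the value of -0.156 leaves this open. An antagonistic interaction, which the design names, stays open too.

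Among components of the variation within strains, component 2, with small nucleolar RNAs at its upper end, differed between B6 and the single CSSs with chromosome 17 (10.7, exact permutation test, two-sided p = 0.0053, adjusted p = 0.028 over 32 tests of 8 strains), chromosome 8 (8.66, exact permutation test, two-sided p = 0.002, adjusted p = 0.017) and chromosome 14 (7.77, exact permutation test, two-sided p = 0.0026, adjusted p = 0.017). In (B6.A17 x B6)F1, the mice ranged from -1.43 to 30.63. Its loadings had a correlation of -0.437 with gene length across genes, which are not independent replicates, so that a length bias of library preparation cannot be told apart from a biological difference. On component 1, B6 had the lowest mean score of all strains, at -6.32. Component 1 differed between B6 and the single CSSs with chromosome 8 (14, exact permutation test, two-sided p = 0.00019, adjusted p = 0.0061) and chromosome 6 (11.5, exact permutation test, two-sided p = 0.0023, adjusted p = 0.017). Within strains it had a rho of 0.492 with body weight (permutation test, two-sided p = 1e-05, adjusted p = 1e-04 over the components; r = 0.507, and 0.498 without the 2 farthest mice).

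In A14:A4, there were 257 ieQTLs in the model without E733, the mouse without Y-linked counts, against 615 with it, so that this mouse may account for a large part of the number. With the surrogate variables kept and 1 mouse left out at a time, the number was 336 without E733, 235 without E744, 466 without E742, 627 without E732 and 714 without E485, so it depends on E744 as well. The Rprl3 counts of carriers of chromosome 4 or 14 could include reads of similar genes. The highest identity with another annotated transcript was 94.1%, over 204 bases of Rpph1 on chromosome 14. Rprl1 and Rprl2 had 92.1% over 290 bases. In the paper's RT-qPCR, the Rprl3 fold changes from B6 were 1.02 with chromosome 14, 0.78 with chromosome 4 and 1.97 in the double CSS. The counts gave 705.5, 589.7 and 737.1, so the rise in the single CSSs was not seen by RT-qPCR. Reads of such genes cannot be told apart from expression of Rprl3 in the counts, because the reads themselves were not analysed here.

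Of Pck1, G6pc, Pcx and Fbp1, only Fbp1 had a correlation with fasting glucose within strains with an adjusted p-value under 0.05 (rho = -0.335, permutation test, two-sided p = 1e-05, adjusted p = 8e-05; r = -0.322, permutation p = 0.00015, adjusted p = 0.0012; r = -0.306 without the 2 farthest mice; 8 relations). The correlation was negative in 16 of 24 strains. For Pcx, r was -0.191 (permutation p = 0.041, adjusted p = 0.11). With body weight taken out of both, rho for Fbp1 was -0.325 (permutation p = 0.00013), which argues against weight as the cause, and expression that follows plasma glucose, or the reverse, may explain the relation.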
